# Nrf2 activation rescues stress-induced depression-like behaviour and inflammatory responses in male but not female rats

**DOI:** 10.1186/s13293-024-00589-0

**Published:** 2024-02-13

**Authors:** Ryan T. McCallum, Rachel-Karson Thériault, Joshua D. Manduca, Isaac S. B. Russell, Angel M. Culmer, Janan Shoja Doost, Tami A. Martino, Melissa L. Perreault

**Keywords:** Sex differences, Major depressive disorder, Neuroinflammation, Nuclear factor erythroid 2-related factor 2, Dimethyl fumarate

## Abstract

**Background:**

Major depressive disorder (MDD) is a recurring affective disorder that is two times more prevalent in females than males. Evidence supports immune system dysfunction as a major contributing factor to MDD, notably in a sexually dimorphic manner. Nuclear factor erythroid 2-related factor 2 (Nrf2), a regulator of antioxidant signalling during inflammation, is dysregulated in many chronic inflammatory disorders; however, its role in depression and the associated sex differences have yet to be explored. Here, we investigated the sex-specific antidepressant and cognitive effects of the potent Nrf2 activator dimethyl fumarate (DMF), as well as the associated gene expression profiles.

**Methods:**

Male and female rats were treated with vehicle or DMF (25 mg/kg) whilst subjected to 8 weeks of chronic unpredictable stress. The effect of DMF treatment on stress-induced depression- and anxiety-like behaviours, as well as deficits in recognition and spatial learning and memory were then assessed. Sex differences in hippocampal (HIP) gene expression responses were also evaluated.

**Results:**

DMF treatment during stress exposure had antidepressant effects in male but not female rats, with no anxiolytic effects in either sex. Recognition learning and memory and spatial learning and memory were impaired in chronically stressed males and females, respectively, and DMF treatment rescued these deficits. Further, chronic stress elicited sex-specific alterations in HIP gene expression, many of which were normalized in animals treated with DMF. Of note, most of the differentially expressed genes in males normalized by DMF were related to antioxidant, inflammatory or immune responses.

**Conclusions:**

Collectively, these findings may support a greater role of immune processes in males than females in a rodent model of depression. This suggests that pharmacotherapies that target Nrf2 have the potential to be an effective sex-specific treatment for depression.

## Abstract (plain language summary)

Major depressive disorder is two times more prevalent in females than males. Further, immune system dysfunction has been shown to contribute to the development of depression, with previous studies consistently reporting chronic low-grade inflammation in depressed individuals. Not surprisingly, the immune system dysfunction associated with depression appears to be sex specific. As such, whilst anti-inflammatory drugs have shown antidepressant effects in preclinical studies, the sex differences in these effects are seldomly investigated. Thus, this study sought to determine the sex-specific antidepressant and cognitive effects of dimethyl fumarate (DMF) treatment. DMF is a drug that activates the protein nuclear factor erythroid 2-related factor 2 to initiate anti-inflammatory processes. Here, male and female rats were exposed to 8 weeks of chronic stress whilst receiving daily DMF treatment. Subsequently, their expression of depression- and anxiety-like behaviours, as well as learning and memory deficits were assessed. Alterations in gene expression were also evaluated. DMF treatment had antidepressant effects in male rats only but did not have anti-anxiety effects in either sex. The learning and memory deficits in both sexes were rescued with DMF treatment. Notably, DMF normalized several of the sex-specific gene alterations induced by chronic stress, with many of the male-specific genes relating to inflammatory processes. These data suggest that DMF may be an effective antidepressant treatment in males.

## Highlights

- Dimethyl fumarate had antidepressant effects in chronically stressed male rats only.
- Dimethyl fumarate rescued sex-specific learning and memory deficits induced by chronic stress.
- Male and female rats exhibit different gene expression responses to chronic stress, with male rats exhibiting more alterations in inflammatory-associated genes than female rats.
- Dimethyl fumarate normalized the expression of several gene transcripts in stress-exposed male and female rats.

## Background

Major Depressive Disorder (MDD) is a recurrent multidimensional affective disorder with a lifetime prevalence ranging from 2 to 21% worldwide [1, 2]. Given that chronic stress is an established risk factor for MDD development [3] and that females consistently have a greater behavioural sensitivity to chronic stress exposure [4–7], it is not surprising that the prevalence of MDD is two times greater in women than in men [8]. Based on the traditional monoamine hypothesis of depression, the majority of antidepressant pharmacotherapies center on enhancing central nervous system (CNS) monoamine neurotransmission [9]. However, this hypothesis is now largely accepted as a simplification of depression pathophysiology; a concept supported by the high rates of treatment resistance and relapse associated with traditional antidepressant pharmacotherapy use [10, 11]. Rather, recent evidence supports multi-system dysfunction in MDD that warrants a multi-target approach for novel sex-specific therapeutic interventions [12–14].

Immune system dysfunction has emerged as a major contributing factor for depression [14]. Specifically, psychological stress has been reported to initiate proinflammatory cascades [15, 16]. Thus, it follows that chronic low-grade inflammation has become a distinct feature in both clinical presentations [17–21] and preclinical models of MDD [22–26]. Clinically, increased CNS microglial activation [20, 21] and plasma proinflammatory cell proliferation have been reported in MDD patients compared to healthy controls. Further, elevated proinflammatory cytokines are a robust phenotype of adult MDD [18, 19, 27, 28], with elevated serum levels of several cytokines correlating with depressive symptom severity and suicidality [19, 27, 29, 30]. In line with the clinical findings, increased microglial activation has been observed within the hippocampus (HIP) of mice in chronic despair [26] and chronic unpredictable stress (CUS) [25] models of depression, as well as in the prefrontal cortex (PFC) of rats exposed to chronic restraint stress [31]. In addition, levels of proinflammatory Th17 cells were increased in the mouse HIP following CUS [25] and in the whole brain of mice following chronic restraint test and learned helplessness [24]. CUS exposure has also been demonstrated to elicit increased mRNA expression of several proinflammatory cytokines in the HIP of male mice [22, 25] and rats [23]. Notably, the sex differences observed in depression appear to extend to the associated immune system dysfunction. For instance, at baseline female rats reportedly had greater microglial activation in the PFC than male rats; this effect was reversed following acute and chronic restraint stress [32]. Moreover, whilst Liu et al. [33] found increased microglial activation in the HIP of both male and female mice following CUS, the stress-induced alterations in cytokine expression were sex-specific. As such, findings to date highlight the importance of including sex as a variable when investigating the neuro-immune axis in the context of MDD.

The transcription factor nuclear factor erythroid 2-related factor 2 (Nrf2) is a key regulator of antioxidant signalling during inflammation [34]. Following oxidative stress, Nrf2 is stabilized and induces the expression of antioxidant and cytoprotective genes, including *heme oxygenase-1 (HO-1), NAD(P)H quinone dehydrogenase 1 (NQO1)* and *glutamate cysteine ligase (GCL)* [34–36]. Thus, Nrf2 dysregulation commonly accompanies disorders associated with chronic inflammation [34], but it has yet to be explored in MDD. Preclinical investigations, however, that have used animal models to study aspects of depression have effectively demonstrated the impact of chronic stress exposure on Nrf2 expression. Male rats that exhibited CUS-induced depression-like behaviours also had decreased *Nrf2, HO-1* and *NQO1* mRNA and Nrf2 protein levels in the HIP [37]. Further, subsequent treatment of these rats with curcumin, an Nrf2 activator, reversed these behavioural and molecular phenotypes [37]. Similarly, in both the social defeat stress (SDS) and lipopolysaccharide (LPS) models of depression, male mice showed reduced Nrf2 protein levels in the PFC and HIP; a result that correlated with depression-like behaviours and that was reversed following Nrf2 activation with sulforaphane [38, 39]. Of note, Nrf2 knockout (KO) mice display a depressive phenotype [38, 40], increased serum cytokine levels, as well as increased microglial activity in the PFC and HIP [40].

Based on these findings, the potent Nrf2 activator DMF is currently under investigation for its potential as an antidepressant [23, 41, 42]. Previous studies have illustrated the ability of DMF treatment to mitigate CUS-induced behavioural despair and anhedonia in male mice [41, 42] and rats [23]. Moreover, in these same studies, DMF treatment improved recognition learning memory in the novel object recognition test [42], reversed stress-induced HIP microglial activation [42], reduced mRNA [23] and protein [42] levels of the proinflammatory cytokines interleukin (IL)-1β and tumour necrosis factor (TNF)-α in the HIP, as well as decreased HIP levels of the oxidative stress marker malondialdehyde [23]. Taken together, these results support DMF as a potent anti-inflammatory with promising antidepressant effects in male subjects. However, whilst there is evidence to suggest sexually dimorphic effects of DMF treatment in rodent models of experimental autoimmune encephalomyelitis (EAE) [43] and Alzheimer’s disease (AD) [44, 45], its sex-specific antidepressant effects have yet to be elucidated.

Therefore, to better understand the sex-specific antidepressant and cognitive effects of DMF, we evaluated the effect of chronic DMF treatment on depression- and anxiety-like behaviours, learning and memory, and HIP gene expression profiles in both male and female rats exposed to CUS.

## Methods

### Animals

Sixty male and female young adult Wistar rats of approximately the same age were used, with females weighing on average 210 g and males weighing on average 250 g at the beginning of the study. Following arrival, rodents were housed in same sex groups of three in ventilated cages with access to water and food ad libitum. Rodents were housed in a temperature-controlled colony room (temperature 21 °C, humidity 30–45%) and maintained on a 12-h reverse light–dark cycle (08:00 lights off; 20:00 lights on) unless otherwise noted. On the first day of the CUS protocol rodents were relocated to non-ventilated, wire-roofed, opaque individual cages for the remainder of the study. No enrichment was provided, and animals were food restricted to 15–20 g of 18% rodent chow daily, representing approximately 80% of their standard daily intake. All behavioural experiments were conducted in a red light illuminated room during the dark phase of the day–night cycle when rodents were active. All experimental procedures and protocols were approved by the Animal Care Committee of the University of Guelph and carried out in accordance with the recommendations of the Canadian Council on Animal Care.

### Drugs

DMF was purchased from Sigma-Aldrich (St. Louis, MO) and administered orally at a dose of 25 mg/kg [23]. Rodents were habituated to daily consumption of 1 g of peanut butter for 5 days with DMF uniformly mixed in once CUS began. Untreated peanut butter was used as the vehicle (VEH) condition. All rats consumed 100% of the peanut butter within 5–10 min. Stainless steel feeding dishes with DMF-infused and VEH peanut butter were placed into rodent cages daily at 08:00 h and removed at 08:15 h. A 15-min feeding period allowed for consumption of the full dose.

### Chronic unpredictable stress

The CUS animal model of depression is the most widely used rat model system for the study of depression as it has the greatest validity and translational potential [46–48]. The CUS schedule used in this investigation was a modified version of the protocol described previously [49]. Developed to last a total of 8 weeks, the current protocol consisted of various uncontrollable, non-debilitating, and inescapable physical, psychological, and circadian stressors [49]. Stressors varied daily and included: cage tilt (30–45^0^, 8 h), cold swim (10–13 ℃, 5 min), cold exposure (4 ℃, 1 h), damp bedding (500 mL water, 12–14 h), food and water deprivation (24 h), lights on and off intermittently (8 h), and reverse light cycle (24 h). Each stressor was only administered once in any given week, with each weekly schedule generated randomly to prevent predictability. Stressors were continued throughout the behavioural testing period to maintain the depression-like phenotype.

### Experimental design

Rodents were randomly assigned to one of six experimental groups (*N* = 10 subjects per group) and included: male VEH-treated non-stressed control (male VEH); male VEH-treated CUS (CUS-VEH); male DMF-treated CUS (CUS-DMF); female VEH-treated non-stressed control (female VEH); female CUS-VEH; female CUS-DMF. Rodent weights were collected twice per week to monitor rodent health and adjust DMF dosage accordingly.

### Forced swim test

The forced swim test was used to evaluate behavioural despair and any antidepressant effects of DMF [49, 50]. Rodents were placed into a 50-cm-tall Plexiglas cylinder filled with 24 ± 1 °C water to the height of 35 cm on 2 consecutive days. On day 1, rodents were placed into the cylinder for 15 min for the pre-test. 24 h later, rodents were placed in the cylinder once again for 5 min. Animals were recorded and at 5-s intervals the following parameters were measured: climbing (both front paws breaking the surface of the water whilst attempting to jump out of the cylinder), swimming (movement of limbs paddling across the water surface) or immobility (passive floating with movements only necessary to keep nose above water).

### Sucrose preference test

The sucrose preference test was used to investigate anhedonia and pleasure-seeking behaviour [49]. Prior to the first test, two bottles of 1% (w/v) sucrose solution were placed in each cage for 24 h for the animals to habituate to the sucrose solution. For the following 24 h, one bottle of sucrose solution was replaced with water. Once habituation was complete, animals were deprived of food and water for 24 h, after which the sucrose preference test was conducted. Animals were given two pre-weighed bottles: one containing 1% sucrose solution and one containing water. Bottles were counterbalanced between cages and switched after every measurement. The bottles were re-weighed every hour for 3 h. The percent sucrose preference (volume sucrose solution consumed/total volume consumed * 100) was calculated.

### Novel object recognition

The novel object recognition test was used to measure recognition learning and memory [51, 52]. Rodents were habituated to an open field measuring 100 cm × 100 cm × 40 cm. Habituation lasted 2 consecutive days with a single 10-min exposure on day 1 and two 10-min exposures on day 2. Testing took place on the third day. Rodents were placed into the open field facing a corner. Animals were allowed to explore two identical objects in each corner of the arena over a 4-min acquisition phase followed by a 3-min test phase 2 h later. During the test phase one of the objects was switched for a novel, unfamiliar object. The novel object was counterbalanced between rat trials with both the objects and arena cleaned between animals. The time spent exploring each object was recorded. Exploration was strictly defined as sniffing, touching, and facing the object in proximity. The discrimination ratio was calculated as the time exploring the novel object - the time exploring the familiar object / total exploration time.

### Object location

The object location test was used to measure spatial learning and memory [51, 52]. The OL test was comprised of an acquisition phase and test phase, both 3 min in length respectively and separated by a 5-min delay. The acquisition phase consisted of two identical objects placed in the adjacent corners of the arena and in the test phase one object was moved to the opposite corner. Objects were counterbalanced and the area cleaned between phases and each animal. The discrimination ratio was calculated as the time exploring the novel location - the time exploring the familiar location / total exploration time.

### Novelty suppressed feeding task

The novelty suppressed feeding task was employed to assess anxiety-like behaviour [53, 54] and utilizes the feeding motivation of food deprived rodents to measure exploration in an illuminated novel environment. At 48 h before testing, rodents were deprived of all food pellets for 24 h. Following this, rodents were given a brief 2-h window to feed followed by further deprivation until after the testing period on the following day. On the day of behavioural testing, the centre of the open field was illuminated (250 lumens) where a glass petri dish containing a single 18% rodent chow food pellet freshly submerged in 50% sucrose water was placed. The experimental parameters analyzed included latency to feed, and latency to first center approach with an approach was described as contact with the petri dish. A time cut-off of 10 min was established before conducting this experiment. Immediately following the task, rats were returned to their home cage, transferred to an isolated room, and provided a single food pellet weighing ~ 5 g. For 10 min, rodents were monitored and scored by an experimental examiner for in-cage feeding latency and in-cage total food consumption. Concluding this in-cage observation, rodents were given 10–15 g of 18% rodent chow to compensate for the food deprivation and returned to the colony cage racks.

### Gene expression

Following the behavioural tests, rats underwent rapid decapitation and dorsal HIP tissue was dissected. Total RNA was isolated from HIP tissue of male and female animals using the RNeasy Mini Kit (Qiagen, Hilden, Germany) (*N* = 4/group), as previously described [55]. RNA quantity and quality were assessed by NanoDrop ND-1000 (260/280 > 2; ThermoScientific) and by RNA ScreenTape (RIN ≥ 7; Agilent). Whole-genome microarray analyses were performed with the Affymetrix GeneChip Rat Gene 2.0 ST microarray, which interrogates > 27,000 protein coding transcripts, with a median of 22 probes per gene, and reproducibility at a signal correlation coefficient > 0.99. All microarray data are accessible (GEO Accession #GSE248186). Bioinformatics analyses were performed on GeneSpring GX 14.9.1 (Agilent Technologies Inc). Raw CEL files were uploaded into a project file with exon analysis and Affymetrix exon expression experiment settings and a biological significance workflow analysis. The rat gene 2.0 ST annotation technology (RaGene-2_0-st-na33_2_rn4_2013-03-28) was used for all analyses. Raw fluorescence data were normalized across all chips in each study, with a lower threshold of > 60 Raw Fluorescence Units (RFU) in at least 50% of conditions. Principal Components Analysis (PCA) was used for group level clustering. Gene ontology (GO) analysis for enriched genes was performed using the NIH DAVID Bioinformatics Database, Functional Annotation Tool.

### Statistical analysis

Normality tests and Levene’s test for equality of variance were employed for all data. Within sex treatment group differences were analyzed using a one-way analysis of variance (ANOVA) with Treatment as the between subjects’ variable and Tukey or Games-Howell post-hoc tests as appropriate. All values represented are expressed as group mean ± standard error (SEM). Statistical analysis was performed with IBM SPSS software (Version 24, Armonk, USA).

## Results

The sex-specific effects of daily DMF administration on CUS-induced behaviours were evaluated with the overall experimental timeline depicted in Fig. 1A. Graphics showing the timeline of the forced swim test and sucrose preference test are depicted in Fig. 1B and C. In male rats, CUS elevated immobility time (*p* = 0.002) and reduced climbing behaviour (*p* = 0.01) in the forced swim test, with no effects on total time spent swimming (Figs. 1D–F). DMF treatment to CUS-exposed rats normalized immobility time but not climbing behaviour, and significantly elevated active swimming time (*p* = 0.02, Fig. 1E). Sucrose preference was suppressed by CUS in the male rats (*p* = 0.04, Fig. 1G), effects that were abolished by DMF treatment (forced swim test: immobility F(2,26) = 10.2, *p* < 0.001, swimming F(2, 26) = 4.5, *p* = 0.02, climbing F(2, 26) = 4.5, *p* = 0.02; sucrose preference test: F(2, 25) = 4.8, *p* = 0.02). Over the course of the study, CUS exposure resulted in lower weight gain in the male animals (*p* = 0.01, Fig. 1H), an effect that showed only minor mitigation by DMF such that the mean weights of DMF-treated rats fell in between controls and the vehicle-treated CUS-exposed group, with no statistical difference from either. In female rats, CUS elevated forced swim test immobility time (*p* = 0.02, Fig. 1I) with no effects on swimming or climbing (Fig. 1J, K). Unlike that observed in the males, DMF treatment did not ameliorate the effects of CUS on immobility or alter swimming or climbing behaviour in the female rats. Similarly, CUS lowered sucrose preference (*p* = 0.05, Fig. 1L) with no effects of DMF treatment [forced swim test: immobility F(2,26) = 5.5, *p* = 0.01; sucrose preference test: F(2, 26) = 7.5, *p* = 0.003]. CUS did not influence weight gain in the female animals (Fig. 1M).

**Fig. 1:**
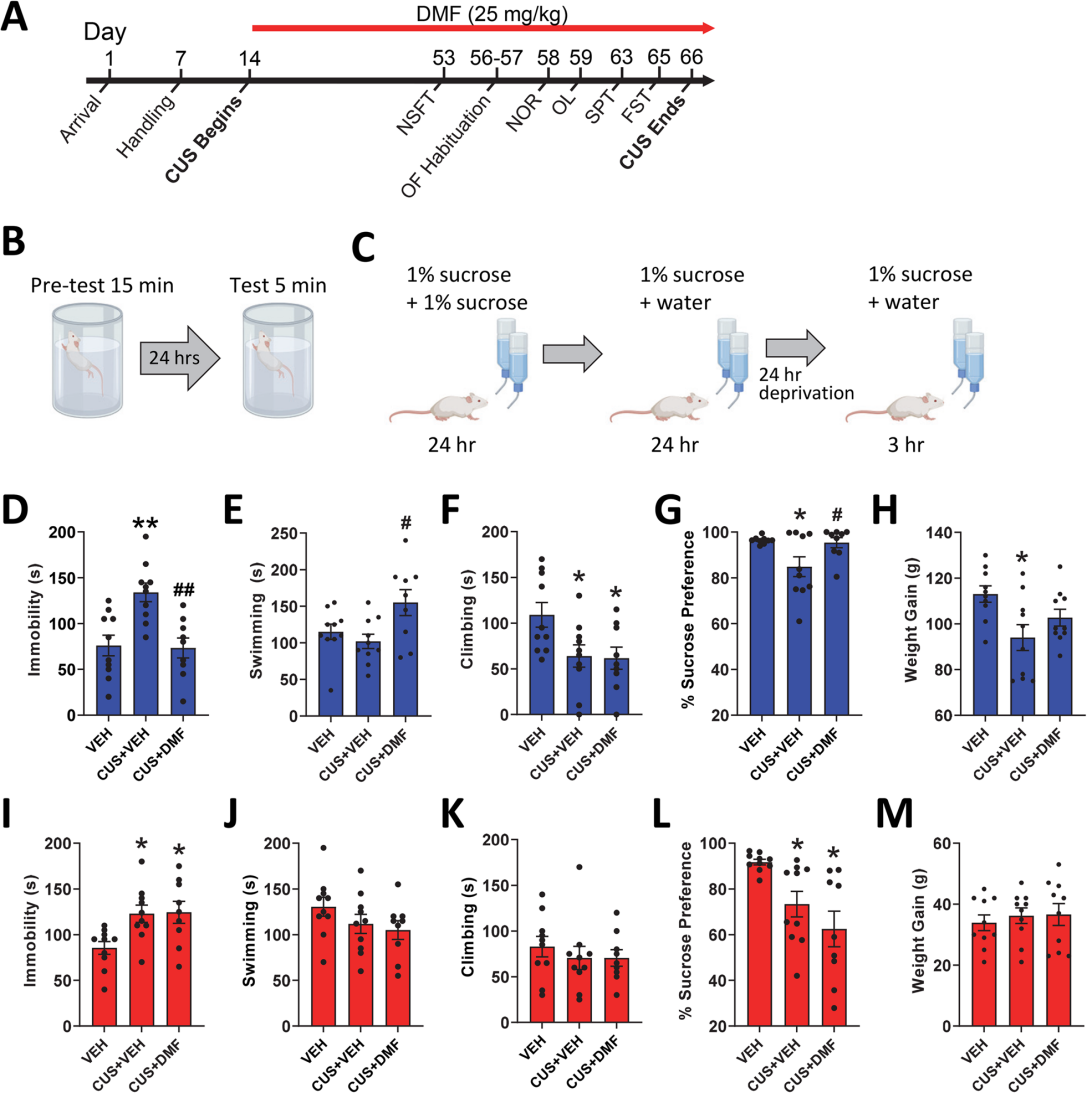
The effect of DMF treatment on CUS-induced depression-like behaviours and weight gain. **A** The full experimental timeline is shown. **B**, **C** Timelines for the forced swim test and sucrose preference test. Effect of CUS alone or combined with DMF on **D–F** immobility, swimming, and climbing behaviour in male rats during the forced swim test. **G** Male rats exposed to CUS displayed anhedonia-like behaviour in the sucrose preference test that was normalized by DMF **H** group differences in weight gain in the male rats. Effect of CUS alone or combined with DMF on **I-K** immobility, swimming, and climbing behaviour in female rats during the forced swim test. **L** CUS decreased sucrose preference with no effect of DMF. **M** Group differences in weight gain in the female animals. The data are presented as mean ± SEM of N = 9–10 animals per group. *p < 0.05 and **p < 0.01 compared to vehicle and #p < 0.05 and ##p < 0.01 compared to CUS + vehicle. A one-way ANOVA followed by a Tukey or Games-Howell post-hoc test was used for all analyses

The ability of DMF to ameliorate CUS-induced anxiety-like behaviour was next evaluated in the novelty suppressed feeding task and in-cage feeding (Fig. 2A). In male rats, the latency to feed in the lightened open field arena did not differ between groups (Fig. 2B). However, CUS did increase the latency to approach the centre of the arena (p = 0.01), an effect unaltered with DMF treatment [F(2.26) = 7.5, *p* = 0.003, Fig. 2C]. Following the task, male in-cage feeding latency showed no group differences (Fig. 2D), however in-cage food consumption was suppressed by CUS (*p* = 0.009) with no effect of DMF (F(2, 27) = 7.1, *p* = 0.002; Fig. 2E). In female rats (Fig. 2F–I), no group differences for any of the measures were evident except for latency to approach in the novelty suppressed feeding task whereby CUS increased the centre approach time (*p* = 0.04, Fig. 2G).

**Fig. 2:**
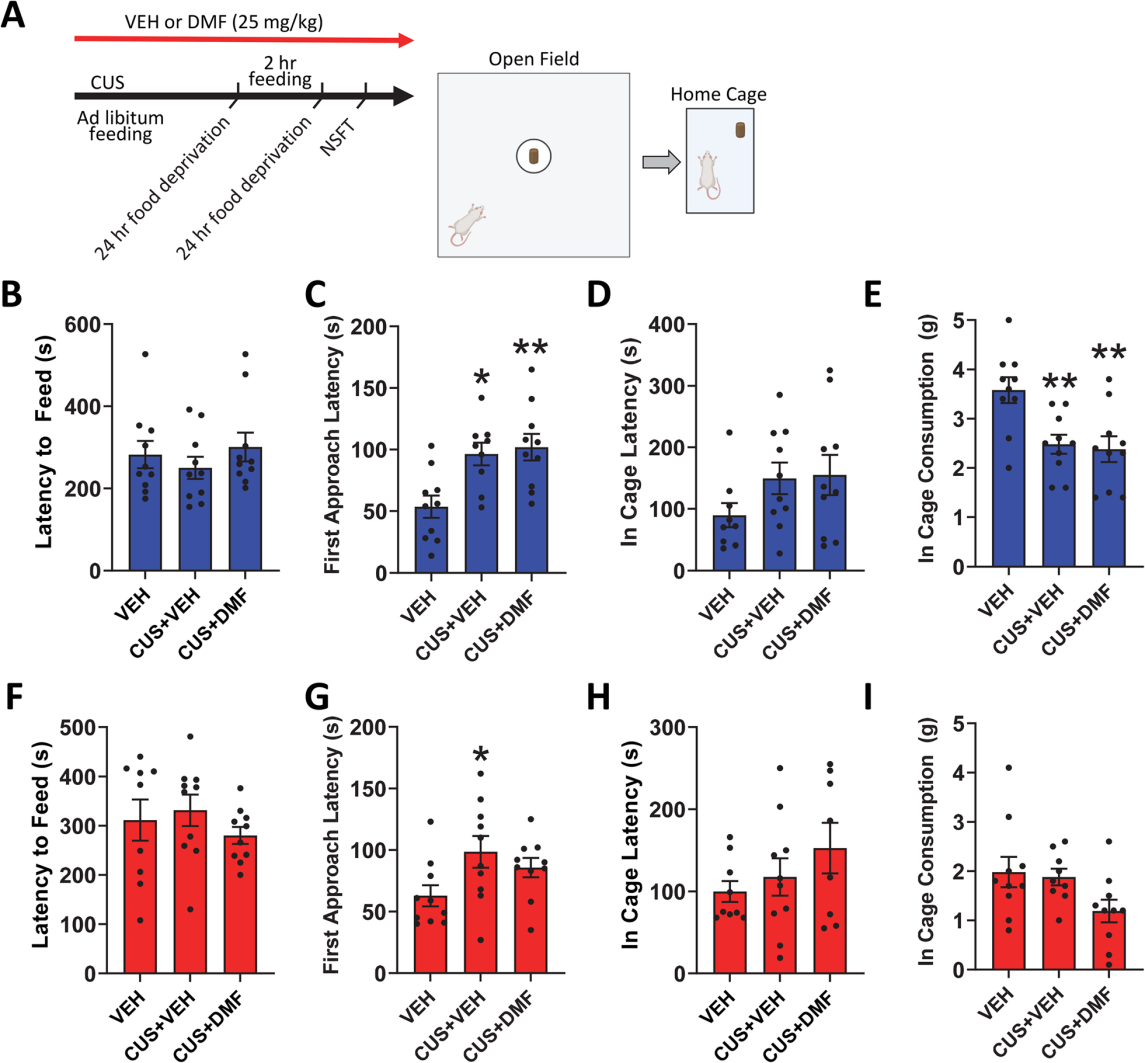
The effect of DMF treatment on CUS-induced anxiety-like behaviours in the novelty suppressed feeding task (NSFT). **A** Task timeline and graphics. **B** In male rats, there were no group differences in the latency to feed in the lightened open field arena in the NSFT. **C** However, the latency to first approach the centre of the arena was increased with CUS and unchanged with DMF treatment. **D** Male in-cage feeding latency showed no group differences after the NSFT, **E** but CUS reduced in-cage food consumption, an effect unaltered by DMF treatment. **F** During the NSFT, the latency to feed in the lightened open field arena showed no group differences in female rats. **G** Whilst CUS increased the latency to first approach the centre of the arena, there was no effect of DMF. After the NSFT, there was no group differences in the female **H** in-cage feeding latency or **I** in-cage food consumption. The data are presented as mean ± SEM of N = 9–10 animals per group. *p < 0.05 and **p < 0.01 compared to vehicle. A one-way ANOVA followed by a Tukey or Games-Howell post-hoc test was used for all analyses

To assess spatial or recognition learning and memory the object location and novel object recognition tests were used, respectively (Fig. 3A, B). CUS with or without DMF had no significant effect on spatial learning and memory in male rats (Fig. 3C). In the novel object recognition test, CUS induced deficits in recognition learning and memory (*p* = 0.05) that were normalized by DMF (F(2,24) = 4.8, *p* = 0.02, Fig. 3D). Conversely, in the female animals, CUS exposure resulted in object location memory deficits (*p* = 0.02) that were alleviated by DMF (F(2, 25) = 6.0, *p* = 0.007, Fig. 3E), with no group effects in the novel object recognition test (Fig. 3F). Collectively, these behavioural results indicate that DMF could ameliorate CUS-induced depression-like behaviour in male, but not female, rats. Further, in both sexes DMF had no impact on CUS-induced anxiety-like behaviour, whilst improvements in CUS-induced learning and memory deficits were evident.

**Fig. 3:**
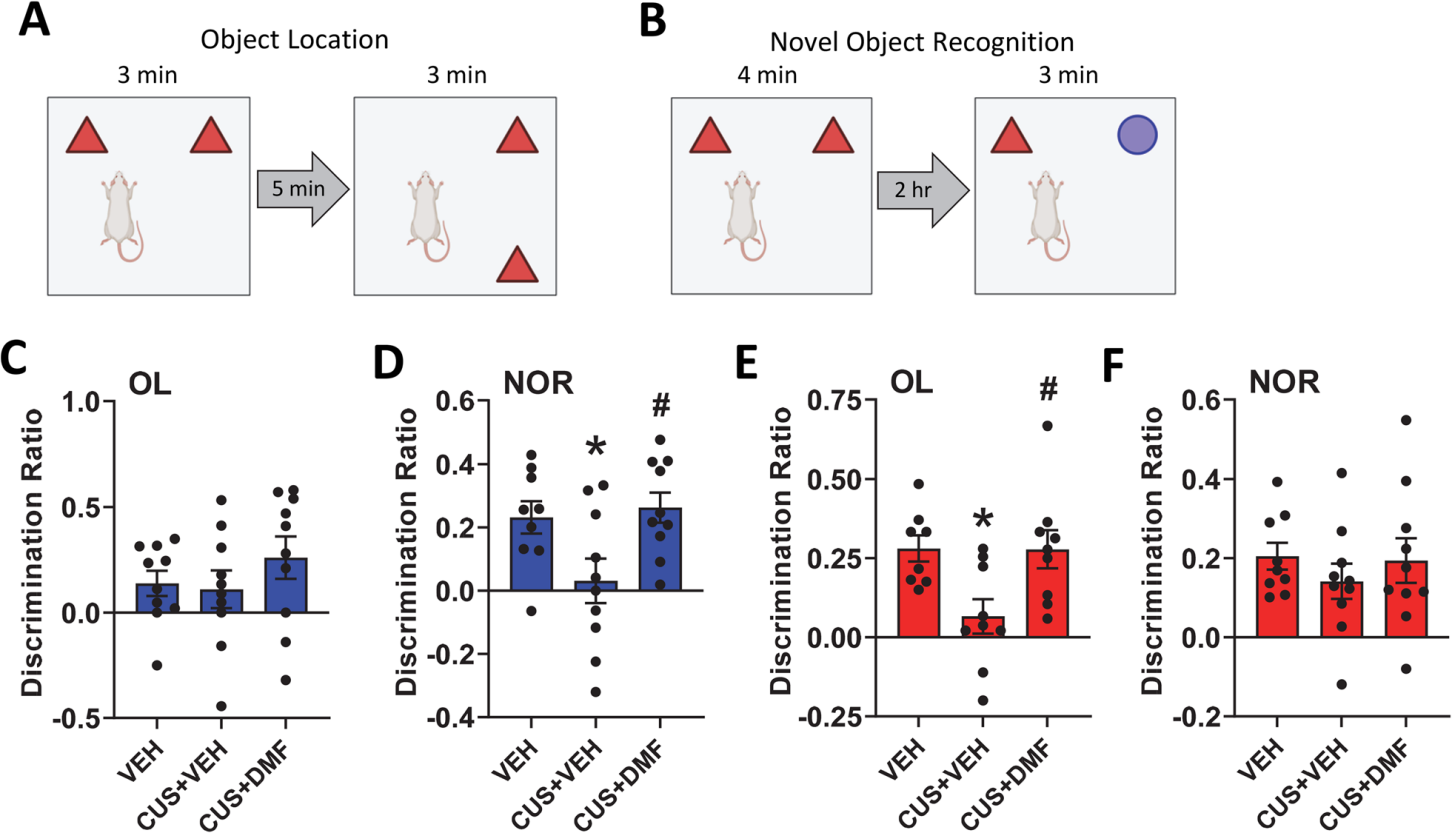
The effect of DMF treatment on CUS-induced learning and memory deficits. **A**, **B** Graphics for the object location and novel object recognition tests are shown. **C** Male animals displayed no group differences in the object location test. **D** In male rats, CUS induced deficits in the novel object recognition test that were rescued by DMF treatment. **E** In female rats, deficits in the object location test were observed with CUS exposure and these were alleviated by DMF treatment. **F** Female rats displayed no group differences in the novel object recognition test. The data are presented as mean ± SEM of N = 9–10 animals per group. *p < 0.05 compared to vehicle and #p < 0.05 compared to CUS + vehicle. A one-way ANOVA followed by a Tukey or Games-Howell post-hoc test was used for all analyses

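Gene expression was measured in dorsal HIP tissue of 24 rats with Affymetrix GeneChip Rat Gene 2.0 ST arrays, with 1 array per rat. Each sex had 3 groups of 4 rats: unstressed rats given vehicle (VEH), rats exposed to CUS for 8 weeks and given vehicle (CUS-VEH), and rats exposed to CUS and given DMF at 25 mg/kg (CUS-DMF). DMF activates Nrf2, a transcription factor that induces antioxidant genes, and it was given to CUS-exposed rats only, so that its effect is the difference between CUS-DMF and CUS-VEH. The values are log2 fluorescence per probe set, which the authors summarized in GeneSpring GX and normalized across all chips; the summarization algorithm is not given in the sources used here. They ran from 4.15 to 13.61, the array medians lay between 6.18 and 6.23, and arrays of the same group correlated at 0.985 to 0.993 across probe sets. Probe sets with a group mean above the authors' floor of 60 fluorescence units (5.91 on the log2 scale) in at least 3 of the 6 groups were kept, which left 16849 of 29489. Of those kept, 12724 carry 1 gene symbol, 345 carry several and 3780 carry none, and the last are called unnamed. Groups were compared with limma over all 24 arrays, and changes are log2 fold changes with their standard error (SE), n = 4 rats per group, and a two-sided p adjusted by the Benjamini-Hochberg method over the probe sets kept. Counts are given at an adjusted p under 0.05 and at the paper's threshold, an unadjusted p under 0.05 with a log2 fold change of at least 0.4 in either direction. The exact permutation test of 4 rats against 4 is two-sided and can give no p below 0.0286. Where a gene has several probe sets, the value is from the probe set with the highest mean unless another is named. The number of arrays limits the precision. The labels of sex are used as given: the only sex chromosome gene looked for that has a named probe set, Uty of the Y chromosome, had a higher signal in the arrays labelled female. Its signal lay above the floor in both sexes, so that it cannot check the labels.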

Gene expression changes in response to CUS and the impacts of DMF were assessed in HIP tissue. 

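Bicra, a subunit of a chromatin remodelling complex, rose with CUS in the HIP of males by a log2 fold change of 0.43 (SE 0.06, n = 4, adjusted p = 0.0176 from limma). Pdia4, a protein disulfide isomerase of the endoplasmic reticulum, also rose in males (0.38, SE 0.06, adjusted p = 0.032). In females, P4ha1, a subunit of collagen prolyl hydroxylase, rose by 0.46 (SE 0.08, adjusted p = 0.0336), and Galnt10, an enzyme that starts O-linked glycosylation, rose by 0.32 (SE 0.06, adjusted p = 0.0469). P4ha1 was higher in males too, by 0.32 (SE 0.08, adjusted p = 0.381), and Pdia4 in females, by 0.31 (SE 0.06, adjusted p = 0.0986). Galnt10 was at 0.09 in males and Bicra at 0.00 in females. The circadian repressor Nr1d1 fell by 0.45 in females (SE 0.07, adjusted p = 0.0201) and by 0.15 in males (SE 0.07, adjusted p = 0.73). Bicra and Pdia4 in males, and P4ha1, Galnt10 and Nr1d1 in females, were the only probe sets at an adjusted p under 0.05, 2 in males and 3 in females. With single arrays left out there were 0 to 2 in males, with 0 without any of male VEH replicates 2 to 4 and male CUS-VEH replicates 1 and 2. In females there were 0 to 5, with 0 without female VEH replicate 3 or female CUS-VEH replicate 1 or 3 and 5 without female VEH replicate 4. At the paper's threshold, 53 probe sets were altered by CUS in males and 94 in females. At an unadjusted p under 0.05 alone, 1123 probe sets passed in males and 1302 in females, where 842 of the 16849 tested would pass by chance. With the Tukey test of the methods, 21 probe sets passed the paper's threshold in males and 41 in females, and 0 passed an adjusted p in either sex. Without male VEH replicate 1 the count in males was 88, and in females it was 181 without female VEH replicate 1 and 57 without female VEH replicate 3.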

There were 134 genes altered in the HIP of CUS-exposed male rats and 116 genes altered in CUS-exposed female rats with a log_2_ fold change ≥ 0.4 or ≤ −0.4 (p < 0.05) (Fig. 4A). 

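Samt2, the named gene with the largest increase in CUS-exposed males whose groups did not overlap, was higher by a log2 fold change of 0.46 (SE 0.13, n = 4, adjusted p = 0.553 from limma). In CUS-exposed females the splicing factor gene Srsf5 was lower by a log2 fold change of −0.56 (SE 0.11, adjusted p = 0.0676). The RNA-binding protein gene Cirbp (−0.41, adjusted p = 0.124) and the metallothionein gene Mt2A (−0.48, adjusted p = 0.329) were also lower in females, while Rps6ka2, a ribosomal S6 kinase, was higher (0.44, SE 0.11, adjusted p = 0.171). Srsf5 (−0.36, SE 0.11, adjusted p = 0.553 from limma) and Cirbp (−0.28, adjusted p = 0.553) were lower in males too, without overlap between the groups. Mt2A was at 0.07 and Rps6ka2 at 0.13 in males. At the paper's threshold, 10 probe sets were higher and 43 lower with CUS in males, so that 81.1% were lower. In females 74 were higher and 20 lower, so that 78.7% were higher. Probe sets that name 1 gene divided differently: 8 were higher and 7 lower in males, and 5 were higher and 9 lower in females. The unnamed probe sets made up 71.7% of those altered in males, with 2 higher and 36 lower, and 81.9% of those altered in females, with 68 higher and 9 lower.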

Overall, CUS induced a downregulation in male HIP and an upregulation in female HIP of the majority of gene transcripts (Fig. 4B). 

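Ifgga2l1, named for its similarity to interferon-induced GTPases, was the only named gene at the paper's threshold in both sexes. It was lower with CUS in males (log2 fold change −0.44, SE 0.17, n = 4, adjusted p = 0.629 from limma) and in females (−0.44, SE 0.17, adjusted p = 0.507), and below the threshold in females without female CUS-VEH replicate 2 (−0.37). In all, 22 probe sets were altered by CUS in both sexes, where 0.296 would be shared by chance (Fisher's exact test, p = 7.6e-37, which takes probe sets as independent), 31 in males only and 72 in females only. The other 21 were unnamed, and every one of them was lower with CUS in males and higher in females. Their mean signal was 9.06 ± 0.14 (SD, n = 4) in male VEH and 8.54 ± 0.16 in male CUS-VEH, and 8.49 ± 0.30 in female VEH and 9.00 ± 0.04 in female CUS-VEH. With the Tukey test of the methods 2 probe sets were shared, with an unpaired test of 4 arrays against 4 there were 7, and without female VEH replicate 3 there were 11.

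**Figure D1:**
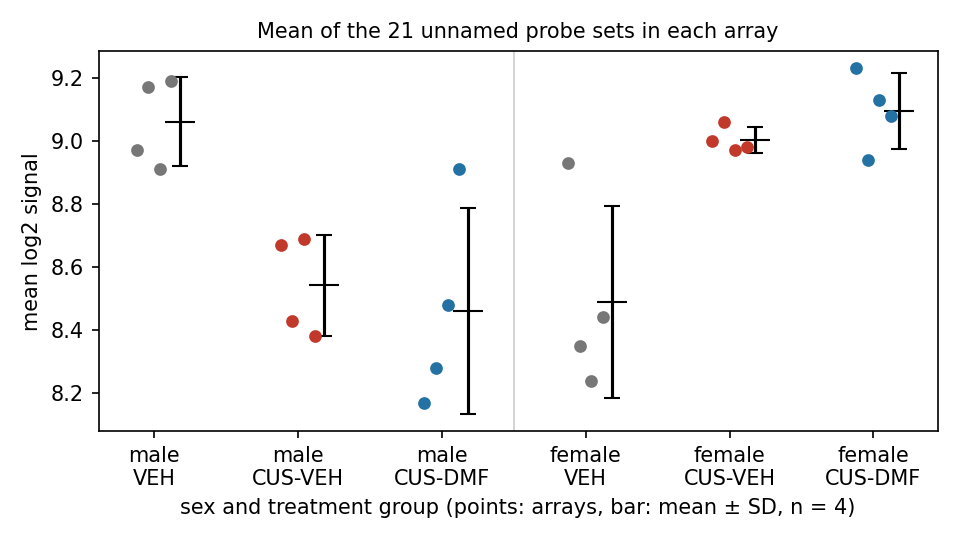
Mean log2 signal of the 21 unnamed probe sets altered by CUS in both sexes (vertical axis) in each array, by sex and treatment group (horizontal axis); points are arrays and bars are the mean ± SD (n = 4). The male CUS-VEH arrays, at 8.38 to 8.69, lie below all male VEH arrays, at 8.91 to 9.19, and in females only the VEH array at 8.93 is near the CUS-VEH arrays, at 8.97 to 9.06.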

Of the genes altered by CUS, 52 transcripts were changed in both sexes (Fig. 4A) with the majority identified as unknown. The 6 known gene transcripts and their encoded protein function are described in Table 1. The gene *cnppd1* was upregulated in male and female HIP tissue by CUS and the genes *chchd2*, *arhgdib*, *opalin*, *cyp2j10* were downregulated in both sexes. 

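Cnppd1, whose product carries a cyclin-like domain, was higher with CUS by a log2 fold change of 0.41 in males (SE 0.35, n = 4, adjusted p = 0.879 from limma) and 0.68 in females (SE 0.35, adjusted p = 0.671). The value in females was 0.19 without female VEH replicate 3. Opalin, a protein of oligodendrocyte myelin, was lower by −0.41 in males (SE 0.20, adjusted p = 0.733) and by −0.41 in females (SE 0.20, adjusted p = 0.652). Cyp2j10, a cytochrome P450, was lower by −0.43 in males (SE 0.13, adjusted p = 0.553; exact permutation p = 0.0286) and by −0.34 in females (SE 0.13, adjusted p = 0.507; exact permutation p = 0.143). Arhgdib, a gene expressed in leukocytes, was higher by 0.52 in males (SE 0.24, adjusted p = 0.73) and lower by −0.40 in females (SE 0.24, adjusted p = 0.737). In males its value was 0.28 without male CUS-VEH replicate 4 and 0.82 without male VEH replicate 1. No probe set carries the symbol Chchd2 alone, so that it has no value.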

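Dusp12, a phosphatase gene, was higher with CUS in males by a log2 fold change of 0.58 (SE 0.26, n = 4, adjusted p = 0.723 from limma; exact permutation p = 0.143). In females it was lower by −0.34 (SE 0.26, adjusted p = 0.817; exact permutation p = 0.286). Its mean signal was 7.86 ± 0.71 (SD, n = 4) in male VEH and 8.45 ± 0.14 in male CUS-VEH, and 8.41 ± 0.08 in female VEH and 8.07 ± 0.49 in female CUS-VEH. The response of females minus that of males was −0.92 (SE 0.37, adjusted p = 0.614 from limma). Without male VEH replicate 3, at 8.92 the highest of its group, the value in males was 0.93.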

The gene *dusp12* was regulated in a sex-dependent manner, with elevated HIP expression in males and lower expression in females.

**Fig. 4:**
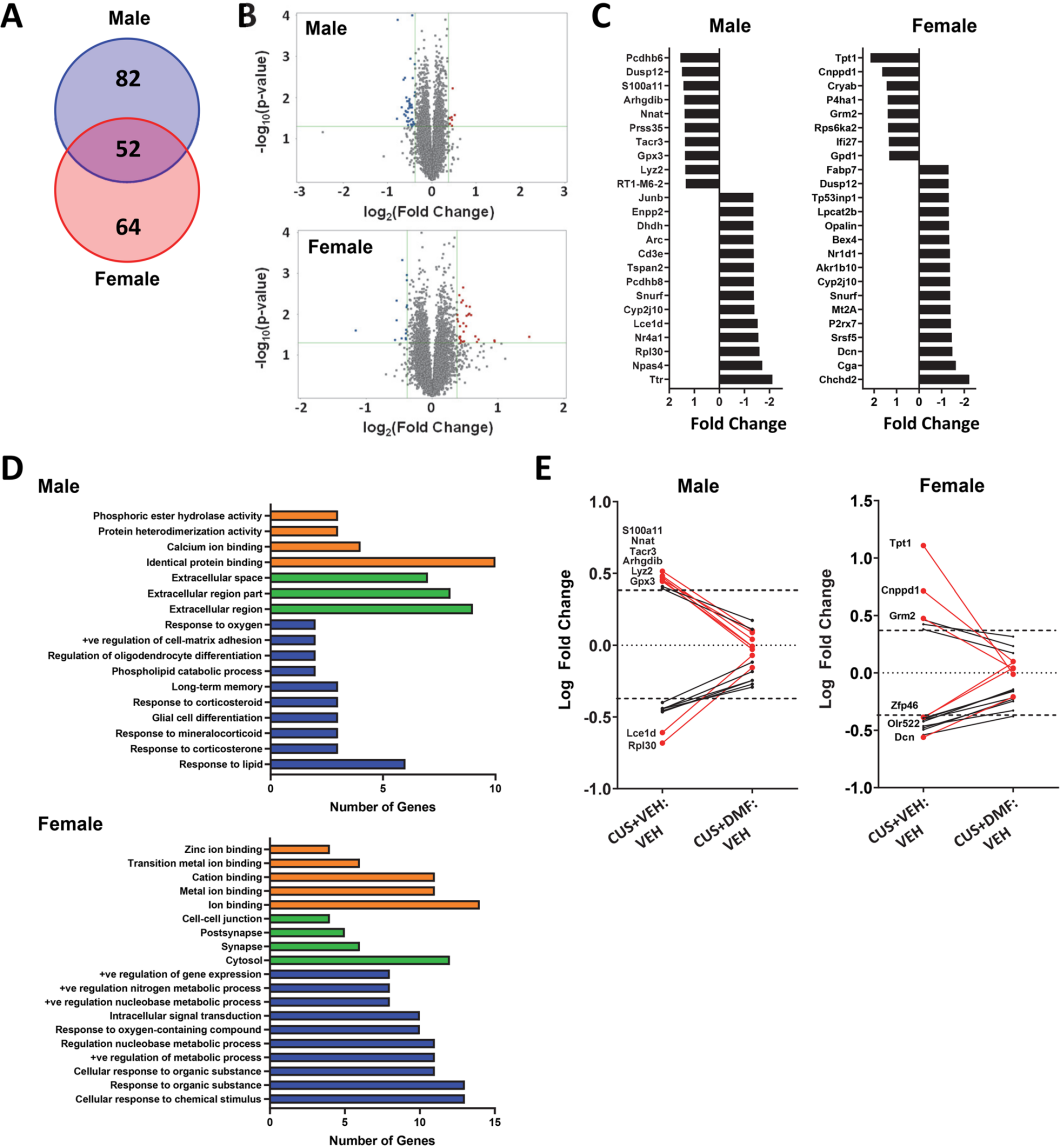
Sex-specific alterations in hippocampal gene expression in response to CUS and the mitigating effects of DMF. **A** The Venn diagram depicts the number of transcripts with a log_2_ fold change ≥ 0.4 or ≤ − 0.4 in males (blue) and females (red) following CUS. **B** Volcano plots represent the -log_10_(p-value) against the log_2_(fold change) magnitude of transcripts altered by CUS in males (top panel) and females (bottom panel). **C** The top 24 differentially expressed genes for each sex following CUS. **D** Gene Ontology analysis identified significantly enriched terms from males (top panel) and females (bottom panel) in the categories of molecular function (orange), cellular components (green), and biological processes (blue). **E** DMF normalization of CUS-induced changes in gene expression, focusing on transcripts with a minimal log_2_ fold correction of ≥ 0.3 or ≤ − 0.3

**Table 1:** Gene transcripts altered in both male and female rats following CUS

Male	Female	Gene	Encoded protein function
↑	↑	*Cnppd1*	Cyclin Pas1/PHO80 domain containing 1; function in brain unknown; predicted to be involved in the regulation of cyclin dependent kinase activity
↑	↓	*Dusp12*	Dual specificity phosphatase 12; MAPK phosphatase; protective against endothelial cell inflammation and oxidative stress
↓	↓	*Chchd2*	Coiled-Coil-Helix-Coiled-Coil-Helix domain containing 2; mediator of oxidative phosphorylation and repressor of the mitochondrial stress response; implicated in Parkinson’s disease
↑	↓	*Arhgdib*	Rho GDP dissociation inhibitor beta; involved in immune and inflammatory responses
↓	↓	*Opalin*	Oligodendrocytic myelin paranodal and inner loop protein; transmembrane sialylglycoprotein; enriched in oligodendrocytes and involved in myelin stabilization
↓	↓	*Cyp2J10*	Cytochrome p450 enzyme; implicated in antidepressant responses

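Npas4, an activity-induced transcription factor gene of neurons, was lower with CUS in males by a log2 fold change of −0.77 (SE 0.17, n = 4, adjusted p = 0.292 from limma), and the male groups did not overlap (exact permutation p = 0.0286). The activity-induced genes Nr4a1 (−0.65, SE 0.13, adjusted p = 0.146) and Junb (−0.42, SE 0.09, adjusted p = 0.25) were also lower without overlap. Npas4 was lower in females too, by −0.39 (SE 0.17, adjusted p = 0.602), with overlap between the groups, while Nr4a1 was at −0.18 and Junb at −0.12 there. In females Cryab, a small heat shock protein, was higher by 0.58 (SE 0.14, adjusted p = 0.171) and Fabp7, a fatty acid binding protein of astrocytes and radial glia, was lower by −0.40 (SE 0.08, adjusted p = 0.0761), both without overlap. The purinergic receptor P2rx7 was lower by −0.51 in females (SE 0.12, adjusted p = 0.171), and the glycerol phosphate dehydrogenase Gpd1 was higher by 0.40 (SE 0.14, adjusted p = 0.438). In males Cryab was at 0.26, Fabp7 at −0.25, P2rx7 at 0.03 and Gpd1 at −0.10. Ttr, the thyroxine carrier made by the choroid plexus, was lower by −1.07 in males (SE 0.99, adjusted p = 0.892), and by −0.29 without male VEH replicate 3, at 10.93. Cga, the pituitary hormone alpha subunit, was lower by −0.66 in females (SE 0.29, adjusted p = 0.604), and by −0.11 without female VEH replicate 3, at 8.31. The ribosomal protein gene Rpl30 and the tumor protein gene Tpt1 each have a second probe set that gave another value. For Rpl30 in males these were 0.03 (SE 0.10, adjusted p = 0.978) and −0.65 (SE 0.36, adjusted p = 0.765), and for Tpt1 in females 0.01 (SE 0.08, adjusted p = 0.99) and 0.98 (SE 0.65, adjusted p = 0.766). Of the 24 male genes of Fig. 4C, 22 have a named probe set; 12 passed an unadjusted p under 0.05 and 0 an adjusted p from limma. Those short of it include Pcdhb6 (0.59), Dhdh (−0.43), Pcdhb8 (−0.47), Cd3e (−0.39), Enpp2 (−0.43) and RT1-M6-2 (0.39), while Prss35 (0.48) passed. Enpp2, like Ttr, had its highest male value in male VEH replicate 3, at 11.59. Of the 24 female genes, 21 have a named probe set; 15 passed an unadjusted p under 0.05 and 2 an adjusted p. Tp53inp1 (−0.31) and Bex4 (−0.34) were among the former, and Ifi27 (0.46) and Akr1b10 (−0.56) fell short of it. The study chose these genes on the same arrays.

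**Figure D2:**
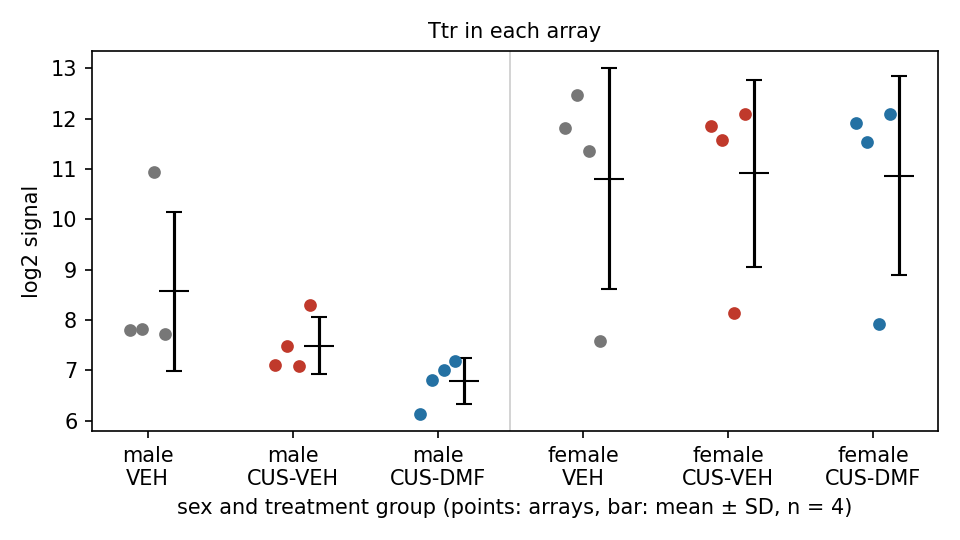
Log2 signal of Ttr (vertical axis) in each array by sex and treatment group (horizontal axis); points are arrays and bars are the mean ± SD (n = 4). A single male VEH array, at 10.93, lies above the other male arrays, and 9 of the 12 female arrays lie above 11.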

The top 24 most differentially expressed genes following CUS for each sex are depicted in Fig. 4C. 

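The activity-induced gene Arc was lower with CUS in males by a log2 fold change of −0.43 (SE 0.14, n = 4, adjusted p = 0.553 from limma), and Egr1 by −0.33 (SE 0.09, adjusted p = 0.528). Tspan2, a tetraspanin of oligodendrocytes, was lower by −0.48 (SE 0.16, adjusted p = 0.553), and neither it nor Arc overlapped between the groups (exact permutation p = 0.0286). Gene lists drawn up before the data were examined were tested against all other genes with camera at its preset correlation between genes of 0.01. No call of these lists in any comparison holds with a correlation estimated from the data. The adjusted p with that correlation is given second. Of 27 measured genes of long-term memory, 2 were higher and 5 lower in males at an unadjusted p under 0.05, as were 0 and 5 adjusted over the list alone (list adjusted p = 0.229). Of 31 immediate early genes, which overlap with them, 23 had a negative value. Of these 7 were lower at an unadjusted p under 0.05, as were 7 adjusted over the list alone (list adjusted p = 0.000364, and 0.6 with the estimated correlation). The study had picked some of them on the same arrays, Nr4a1, Junb and Npas4 included. Of 25 glucocorticoid-induced genes, 2 were higher at an unadjusted p under 0.05, Angptl4 (0.30) and Sult1a1 (0.26), and 0 adjusted over the list alone or over all genes from limma (list adjusted p = 0.856). Of 30 oligodendrocyte and myelin genes, 29 had a negative value, with a median of −0.18 (list adjusted p = 8.12e-08; with the estimated correlation p = 0.723). At an unadjusted p under 0.05, 5 of these were lower, among them the myelin genes Klk6 (−0.33), Mog (−0.30) and Cnp (−0.28), and 0 were adjusted over the list alone. Of 13 genes of oligodendrocyte precursors, 2 were lower at an unadjusted p under 0.05 (list adjusted p = 0.341).

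**Figure D3:**
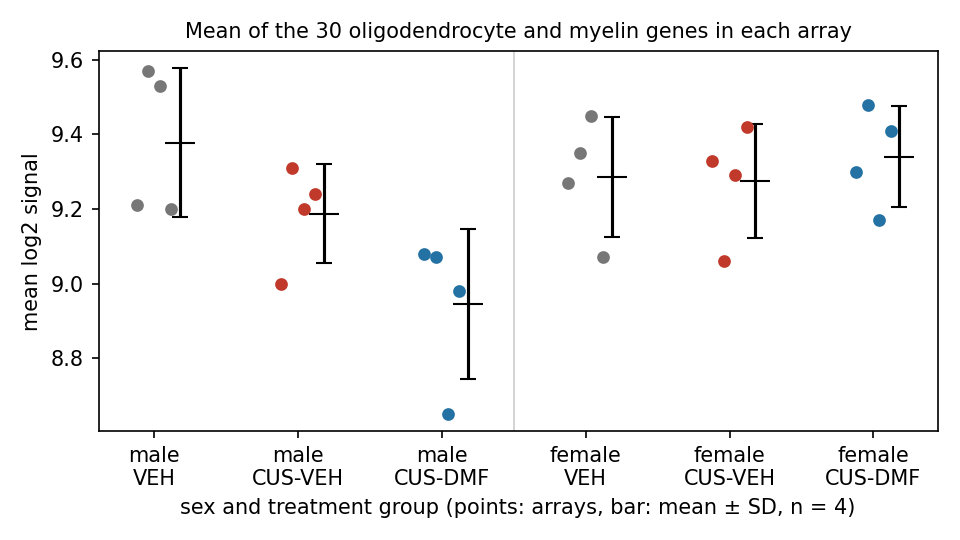
Mean log2 signal of the 30 oligodendrocyte and myelin genes (vertical axis) in each array by sex and treatment group (horizontal axis); points are arrays and bars are the mean ± SD (n = 4). The male groups step down from 9.38 in VEH to 9.19 in CUS-VEH and 8.95 in CUS-DMF, and the female groups lie at 9.29, 9.28 and 9.34.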

GO analysis revealed enriched biological processes implicated in CUS-induced changes in male HIP that included processes such as “long-term memory”, “corticosteroid responses”, “glial cell differentiation”, and “oligodendrocyte differentiation” (Fig. 4D). 

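Pdzd2, a marker of dentate gyrus neurons, was higher with CUS in females by a log2 fold change of 0.39 and Prox1, the transcription factor of dentate granule cells, by 0.29 (n = 4). Of 15 measured dentate gyrus markers, 14 had a positive value and 2 were higher at an unadjusted p under 0.05, as was 1 adjusted over the list alone (list adjusted p = 0.000312 from camera; with the estimated correlation p = 0.868). Of 19 circadian clock genes, 3 were higher and 6 lower at an unadjusted p under 0.05, as were 3 and 5 adjusted over the list alone (list adjusted p = 0.0706). Ciart was lower by −0.40, Cry1 higher by 0.29 and Tef higher by 0.22, beside the fall of Nr1d1. Of 26 hypoxia and glycolysis genes, 2 were higher, P4ha1 among them, and 1 adjusted over the list alone (list adjusted p = 0.0903). Of 66 genes of oxidative phosphorylation, 55 had a negative value. At an unadjusted p under 0.05, 2 were lower, among them Uqcrb (−0.29), and 0 adjusted over the list alone from limma (list adjusted p = 0.000202; with the estimated correlation p = 0.984). Of 51 ribosomal protein genes, 44 had a negative value, with 1 higher and 4 lower at an unadjusted p under 0.05 (list adjusted p = 8.72e-05; with the estimated correlation p = 0.984). Without female CUS-VEH replicate 4, the list adjusted p was 0.473 for oxidative phosphorylation and 0.364 for ribosomal proteins.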

In female HIP, the enriched biological processes were distinct and included “response to metabolic processes”, “response to organic substance”, and “response to chemical stimulus”. To evaluate the impact of DMF on CUS-mediated gene expression changes, normalization of these CUS-induced alterations was examined, with transcripts showing a minimal log_2_ fold correction of ≥ 0.3 or ≤ − 0.3 shown (Fig. 4E). 

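S100a11, Arhgdib, Lyz2, Samt2 and a second probe set of Nnat in males, and Ifgga2l1, Dcn and Grm2 in females, were the named genes altered by CUS at the paper's threshold that moved back by at least 0.3 on the log2 scale with DMF. The mean log2 signal of Arhgdib was 8.31 ± 0.65 (SD, n = 4) in male VEH, 8.82 ± 0.49 in male CUS-VEH and 8.34 ± 0.40 in male CUS-DMF. That of Dcn was 7.66 ± 0.35 in female VEH, 7.11 ± 0.33 in female CUS-VEH and 7.42 ± 0.22 in female CUS-DMF. Counted over all probe sets, 6 of the 53 altered in males moved back by this much, and 11 of the 94 altered in females. Of these, 5 in males and 4 in females passed an unadjusted p under 0.05 for DMF, and 0 an adjusted p from limma in either sex. In males 2 of the 53 moved further away by as much, and in females 10 of the 94. Because CUS-VEH enters both differences, a value that is high there by chance moves back in CUS-DMF without an effect of DMF. In 100 draws of data with no effect of CUS or DMF, a median of 40% of the altered probe sets in males and 40.6% in females moved back. In the arrays the shares were lower, 11.3% and 11.7%, with 5 of 15 altered named probe sets in males and 3 of 14 in females. The draws altered at most 51 and 47 probe sets by CUS, where other splits of the real arrays altered up to 77 and 146. The draws therefore do not match the arrays and set no expected share. When 2 of the 4 CUS-VEH arrays picked the altered probe sets, a median of 33.5% in males moved back against the same arrays and 4.75% against the other 2, and in females 28.9% and 3.25% (6 splits each). Without male CUS-VEH replicate 3 the count in males was 21, and without male VEH replicate 4 it was 2; in females it was 21 without female CUS-VEH replicate 4. With the Tukey test of the methods 3 probe sets moved back in males and 1 in females.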

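S100a11, a calcium-binding protein, was higher with CUS in males by a log2 fold change of 0.49 (SE 0.15, n = 4, adjusted p = 0.553 from limma) and lower with DMF by −0.34 (SE 0.15, adjusted p = 0.726), which left CUS-DMF at 0.15 from VEH. Lyz2, the lysozyme of microglia and macrophages, was higher with CUS by 0.40 (SE 0.13, adjusted p = 0.553; exact permutation p = 0.0286) and lower with DMF by −0.36 (SE 0.13, adjusted p = 0.711; exact permutation p = 0.143). Gpx3, an extracellular glutathione peroxidase, was higher with CUS by 0.34 (SE 0.14, adjusted p = 0.667) and lower with DMF by −0.33 (SE 0.14, adjusted p = 0.726). Arhgdib was lower with DMF by −0.49 (SE 0.24, adjusted p = 0.763), and by −0.25 in the leave-one-out value nearest 0. Samt2 was lower with DMF by −0.46 (SE 0.13, adjusted p = 0.626), without overlap between the groups (exact permutation p = 0.0286). Nnat, a proteolipid gene of developing neurons, has a probe set that was higher with CUS by 0.21 (SE 0.21, adjusted p = 0.896) and lower with DMF by −0.31 (SE 0.21, adjusted p = 0.831), and another at 0.47 (SE 0.23, adjusted p = 0.73) and −0.51 (SE 0.23, adjusted p = 0.726). For Rpl30 the value with DMF was −0.21 (SE 0.10) at the first probe set and 0.50 (SE 0.36, adjusted p = 0.851) at the other.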

In male HIP, 8 gene transcripts altered by CUS were normalized by DMF with most of these transcripts, including *nnat*, *arhgdib*, *lyz2*, *gpx3*, and *s100a11*, involved in immune or inflammatory responses or in oxidative stress (Table 2).

**Table 2:** Gene transcripts normalized by DMF in CUS-exposed male rats (absolute ΔLogFC > 0.3)

GENE	CUS RESPONSE	Encoded protein function
*Nnat*	↑	Neuronatin; ER membrane protein and linked to ER stress; involved in inflammation, calcium signalling, and glucose signalling
*Tacr3*	↑	Tachykinin/neurokinin 3 receptor; promotes acetylcholine release; involved in learning and memory, implicated in anxiety and depression
*Arhgdib*	↑	Rho GDP dissociation inhibitor beta; involved in immune and inflammatory responses
*Lyz2*	↑	Lysozyme 2; marker of microglial activation; linked to immune and inflammatory responses
*Gpx3*	↑	Glutathione peroxidase 3; known target gene of Nrf2; selenoprotein of the glutathione peroxidase family; antioxidant enzyme
*S100a11*	↑	Calgizarrin; calcium binding protein; implicated in pro-inflammatory processes
*Rpl30*	↓	Ribosomal protein L30; component of 60S subunit
*Lce1d*	↓	Late cornified envelope 1d; known target gene of Nrf2 in keratinocytes; function in brain unknown

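Tacr3, the receptor for neurokinin B, was higher with CUS in males by a log2 fold change of 0.36 (SE 0.21, n = 4, adjusted p = 0.787 from limma; exact permutation p = 0.314). With DMF it was lower by −0.29 (SE 0.21, adjusted p = 0.857; exact permutation p = 0.143), which left CUS-DMF at 0.08 from VEH. The CUS value was 0.16 without male VEH replicate 4 and 0.58 without male VEH replicate 2, and the DMF value was −0.11 without male CUS-VEH replicate 2.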

DMF-induced normalization of CUS-mediated upregulation of *tacr3*, which encodes the tachykinin (neurokinin 3) receptor implicated in learning and memory, as well as depression and anxiety, was also evident. The genes normalized by DMF in female rat HIP were distinct from the males (Table 3) with three of these, *tpt1*, *dcn*, and *grm2* appearing to play a role in inflammatory/immune or antioxidant responses. 

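Grm2, the metabotropic glutamate receptor gene, was higher with CUS in females by a log2 fold change of 0.49 (SE 0.20, n = 4, adjusted p = 0.537 from limma) and lower with DMF by −0.39 (SE 0.20, adjusted p = 1; exact permutation p = 0.0571). Dcn, which encodes the matrix proteoglycan decorin, was lower with CUS by −0.56 (SE 0.21, adjusted p = 0.472) and higher with DMF by 0.31 (SE 0.21, adjusted p = 1; exact permutation p = 0.2). CUS-DMF then lay 0.09 above VEH for Grm2 and at −0.25 from VEH for Dcn. Tpt1, which encodes a growth-related calcium-binding protein, moved with DMF by −0.02 (SE 0.08) at the probe set with the highest mean and by −0.76 at the other (SE 0.65, adjusted p = 1; exact permutation p = 0.171). Cnppd1 was lower with DMF by −0.57 (SE 0.35, adjusted p = 1), and by −0.19 without female CUS-DMF replicate 3. The zinc finger gene Zfp46 was lower with CUS by −0.35 (SE 0.09, adjusted p = 0.175) and higher with DMF by 0.24 (SE 0.09, adjusted p = 1), and by 0.09 without female CUS-VEH replicate 4. Ifgga2l1 was higher with DMF by 0.61 (SE 0.17, adjusted p = 1), without overlap between the groups (exact permutation p = 0.0286).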

*Grm2*, which encodes for the metabotropic glutamate receptor 2, has also been implicated in depression and anxiety. Together these findings indicate that DMF normalizes some of the gene expression changes in HIP induced by CUS, although these changes were distinct in male and female rats.

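In CUS-exposed males given DMF, the mitochondrial ribosomal gene Mrpl18 was lower than in CUS-VEH by a log2 fold change of −0.46 (SE 0.09, n = 4, adjusted p = 0.389 from limma). The chaperone gene Cryab (−0.51, SE 0.14, adjusted p = 0.609) and the fatty acid elongase gene Elovl1 (−0.48, SE 0.15, adjusted p = 0.657) were also lower, as were Anxa2 and Rasgrp3 (both −0.41; −0.23 and −0.33 without male CUS-VEH replicate 4). In females Lrrc3b, a leucine-rich repeat protein gene, was lower with DMF by −0.46 (SE 0.10, adjusted p = 1). At the paper's threshold 58 probe sets differed with DMF in males, 13 higher and 45 lower, and 13 in females, 9 higher and 4 lower. At an adjusted p under 0.05 there were 0 in either sex from limma. At an unadjusted p there were 1114 in males and 512 in females, where 842 of the 16849 tested would pass by chance. Oligodendrocyte and myelin genes had a median of −0.26 with DMF in males. Of them 29 of 30 had a negative value, 11 were lower at an unadjusted p under 0.05 and 0 adjusted over the list alone (list adjusted p = 5.63e-14 from camera; with the estimated correlation p = 0.672). Of 15 dentate gyrus markers, 12 had a positive value with DMF in males and 2 were higher at an unadjusted p under 0.05 (list adjusted p = 0.0127; with the estimated correlation p = 0.672). The list adjusted p was 0.0563 without male CUS-VEH replicate 4, and 0.0924, 0.152 and 0.132 without male CUS-DMF replicates 1, 3 and 4. Of 66 genes of oxidative phosphorylation, 61 had a negative value with DMF in males (list adjusted p = 6.6e-09; with the estimated correlation p = 0.672). In females 13 of 15 protocadherin beta genes had a negative value with DMF, and 2 were lower adjusted over the list alone, Pcdhb2 (−0.45) and Pcdhb22 (−0.30; list adjusted p = 0.0274; with the estimated correlation p = 0.8). The list adjusted p was 0.0802 without female CUS-VEH replicate 1, 0.0871 without replicate 4, 0.0732 without female CUS-DMF replicate 2 and 0.177 without its replicate 4. Without female CUS-VEH replicate 3, 36 probe sets differed with DMF in females, and without male CUS-DMF replicate 1, 94 differed in males. From the genes normalized in each sex, the paper concludes that DMF normalizes some changes induced by CUS and that these differ between males and females.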

**Table 3:** Gene transcripts normalized by DMF in CUS-exposed female rats (absolute ΔLogFC > 0.3)

GENE	CUS RESPONSE	Encoded protein function
*Tpt1*	↑	Translationally-controlled tumor protein 1; Diverse functions including DNA damage repair, autophagy, protein degradation; antioxidant properties and implicated in immune responses
*Cnppd1*	↑	Cyclin Pas1/PHO80 domain containing 1; function in brain unknown; predicted to be involved in the regulation of cyclin dependent kinase activity
*Grm2*	↑	Metabotropic glutamate receptor 2; activation is anti-inflammatory; implicated in depression, stress resilience and vulnerability, anxiety
*Zfp46*	↓	Zinc finger protein 46, transcription factor; biological functional pathways unknown
*Olr522*	↓	Encodes for an olfactory receptor; specific function unknown although several functions for non-chemosensory regions in brain have been characterized
*Dcn*	↓	Decorin; extracellular matrix proteoglycan; plays a key role in inflammatory and autoimmune disorders

## Discussion

In the present study, we demonstrated that DMF treatment during CUS exposure had antidepressant effects in male rats only with no anxiolytic effects in either sex. CUS impaired recognition and spatial learning and memory in male and female rats, respectively; deficits that were rescued with DMF treatment. Further, sex-specific alterations in HIP gene expression following CUS exposure were identified, several of which were normalized in animals treated with DMF. Notably, the majority of the differentially expressed genes in the male rats were related to inflammatory or immune responses. Collectively, these findings suggest that the role of immune processes in depression is sexually dimorphic, with a potentially greater role in males than in females.

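Ly86, whose product binds a Toll-like receptor relative on immune cells, was higher with CUS in males by a log2 fold change of 0.20 and lower with DMF by −0.31 (n = 4). C1qa, a complement gene of microglia, was higher with CUS in males by 0.21. Tyrobp, a signalling adaptor of microglia, was lower with DMF by −0.22, while Olfml3 was higher with DMF by 0.36. Of 27 measured microglia markers, 23 had a positive value with CUS in males and 4 were higher at an unadjusted p under 0.05, and 0 adjusted over the list alone from limma (list adjusted p = 0.00996 from camera; with the estimated correlation p = 0.723). The study picked 2 of these 4, Lyz2 and Arhgdib, on the same arrays. The list adjusted p was 0.091 without male VEH replicate 3, 0.0813 without its replicate 4, 0.18 without male CUS-VEH replicate 1 and 0.0513 without its replicate 4. With DMF in males 21 had a negative value, and adjusted over the list alone 1 was higher and 1 lower (list adjusted p = 0.00309; with the estimated correlation p = 0.672, and without male CUS-VEH replicate 1 p = 0.096). Lists of other kinds were called lower by camera there as well, namely those of oxidative phosphorylation, ribosomal proteins, myelin and chaperones. None of these calls held with the estimated correlation. Of 25 meningeal and fibroblast markers, 21 also had a positive value with CUS in males, with Mrc1 (0.16) and Slc6a13 (0.22) higher at an unadjusted p under 0.05 (list adjusted p = 0.00808; with the estimated correlation p = 0.723). With DMF in males 23 of them had a negative value, with Mrc1 (−0.16) and Aebp1 (−0.21) lower (list adjusted p = 0.00107; with the estimated correlation p = 0.672). In both comparisons 0 passed adjusted over the list alone from limma, and without male CUS-VEH replicate 4 the list adjusted p was 0.959 with CUS and 0.654 with DMF. Without male VEH replicate 4 it was 0.0813 with CUS. In females 2 microglia markers were lower with CUS at an unadjusted p under 0.05, Aif1 (−0.23) and P2ry13 (−0.21), and 0 adjusted over the list alone (list adjusted p = 0.0703). Of 15 pro-inflammatory cytokine and NF-kB genes, 0 differed with CUS in males at an unadjusted p under 0.05 from limma (list adjusted p = 0.445). In females 1 was higher at an unadjusted p under 0.05, Nfkb1 (0.24), and 2 were lower, Rela (−0.16) and Nfkbia (−0.25), of which only Nfkb1 passed adjusted over the list alone (list adjusted p = 0.773). Tnf was at 0.07 with CUS in males (SE 0.07, adjusted p = 0.913) and at −0.01 in females (SE 0.07, adjusted p = 0.989). The group means of Il1b and Il6 lay under the floor, at 4.80 and 5.07 in male CUS-VEH. Of 14 genes of MHC and the interferon response, 1 was lower with CUS in males at an unadjusted p under 0.05, Irf9 (−0.27, list adjusted p = 0.762). In females only Ifit2 passed that p, lower by −0.30. Of 35 Nrf2 targets and antioxidant genes, 2 were higher with CUS in males, Gpx3 and Ugdh (0.21), and 3 lower in females, among them Me1 (−0.20) and Akr7a3 (−0.22), and 0 adjusted over the list alone in either sex (list adjusted p = 0.591 and 0.505). With DMF the Nrf2 list had an adjusted p of 0.198 in males and 0.891 in females. Its 4 members with the smallest p in males were all lower, namely Fth1 (−0.13, unadjusted p = 0.0255 from limma), Gpx3 (−0.33), Akr1b10 (−0.80) and Ftl1 (−0.16). Its member with the smallest p in females was Akr7a3, higher by 0.21 (unadjusted p = 0.0385 from limma). Nqo1, a classical target, was at 0.03 in males (SE 0.07, adjusted p = 0.971) and 0.11 in females (SE 0.07, adjusted p = 1). Hmox1, another target, was at −0.04 (SE 0.07, adjusted p = 0.938) and 0.10 (SE 0.07, adjusted p = 1). Nfe2l2, which encodes Nrf2, was at −0.08 with DMF in males and −0.07 in females, and its repressor Keap1 at −0.01 and −0.04. The glutathione synthesis genes Gclc and Gclm were at 0.00 in males and at 0.01 and 0.02 in females. The ferritin gene Fth1 was at −0.13 in males. From its behavioural and memory findings together with the genes, the paper proposes that immune processes in depression differ between the sexes. It holds their role to be potentially greater in males.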

Evidence supports an association between immune system dysfunction and depression [14]. As such the sex-specific effects of DMF, a potent Nrf2 activator that promotes antioxidant and anti-inflammatory mechanisms, on CUS-induced behavioural responses were explored. Here, we report that male and female rats exhibited despair- and anhedonia-like behaviours following CUS, supporting findings from previous investigations of sex differences in animal models of stress and depression-like behaviours [49, 56–61]. Regarding anhedonia-like behaviour, as measured by the sucrose preference test, it should be noted that the growth of the CUS-exposed male rats was also lower and thus may relate to the total amount of sucrose consumed. However, this consideration would not apply to females given the lack of difference in body weight across treatment groups.

DMF treatment prevented the development of depression-like behaviours in male, but not female, rats. The antidepressant effects of DMF treatment in CUS-exposed male rats are in line with previous reports [23, 41, 42]; however to our knowledge, this is the first study to report a lack of antidepressant efficacy in CUS-exposed female rats. Other reports have shown limited efficacy of DMF treatment in female rodents in other models of neuroinflammation, including the EAE rat model [43] and a transgenic mouse model of AD [44].

The development of depression-like behaviours has been linked to HIP microglial activation as it results in the release of inflammatory factors that contribute to impaired neuroplasticity and cognition [62, 63]. In addition, anti-inflammatory drugs have been shown to attenuate depressive symptoms mediated by microglial activation [64, 65]. In support of the idea that stress-induced proinflammatory mechanisms play a greater role in depression-like behaviours in male rats, our gene expression analysis revealed that most CUS-altered transcripts, normalized with DMF treatment in males, were associated with inflammatory responses or in oxidative stress. One such gene transcript was *arhgdib,* which was upregulated in stressed males and was normalized by DMF treatment in males. *Arhgdib,* which encodes Rho GDP-dissociation inhibitor β (Rho-GDI2), has been associated with oxidative stress and inflammatory responses mediated by microglia in the entorhinal, frontal, and temporal cortices of human AD patients [66]. Elevated Rho GDI2 protein expression in HIP microglia was observed in male indoleamine-pyrrole 2,3 dioxygenase (IDO1)-knockout mice, a model of inflammation-associated depression [67]. Conversely, female rats exhibited a CUS-induced downregulation in *arhgdib* gene expression, which may suggest a reduced or lack of an inflammatory state in females exhibiting a depressive phenotype. In support of this, transgenic inactivation of astrocyte nuclear factor kappa-light-chain-enhancer of activated B cells (NF-kB) in an EAE mouse model resulted in a concomitant reduction in CNS inflammation and *arhgdib* gene expression [68].

In males, the *nnat* gene transcript emerged as a potential contributor to depression-like behaviours, with CUS inducing a male-specific upregulation in *nnat* expression, subsequently rescued by DMF treatment. *Nnat* encodes neuronatin, an endoplasmic reticulum (ER) membrane protein highly expressed in the brain, implicated in cell migration, neural induction of stem cells, and maintenance of synaptic plasticity [69, 70]. Human patients with MDD exhibit increased methylation of the *nnat* promoter, indicative of repressed gene transcription, with a significant association between elevated methylation and reduced self-reported depressive symptoms following electroconvulsive therapy [71]. Further, in a stressful social loss rat model of depression, socially dominant and subordinate (depressed) male animals had lower and higher levels of the *nnat* transcript, respectively, within the posterior cortex [72]. This is consistent with our findings, suggesting that upregulated *nnat* expression is associated with a pro-depressive phenotype. Given that DMF treatment normalized *nnat* transcripts and depression-like behaviours, it is likely that proinflammatory mechanisms link this gene transcript with depression. Indeed, neuronatin activates NF-κB in endothelial cells, resulting in increased inflammatory cytokine gene expression [73] and its expression has been associated with increased inflammatory responses in adipose tissue [74]. In addition, binding sites on the *nnat* promoter have been confirmed for the transcription factors Jun and Stat3, known to promote inflammatory signalling [74]. Interestingly, within the rat HIP, *nnat* mRNA expression was restricted to the CA2 and CA3 regions [69].

In CUS-exposed male rats, DMF normalized gene trancripts such as *s100a11* and *lyz2*, which may contribute to depression-like behaviours. The *s100a11* gene encodes calgizarrin, a calcium-binding protein that involved in inflammatory responses [75]. S100a11, induced by inflammatory cytokines, modulates p38 signalling to enhance inflammatory gene expression [75]. Moreover, in glioblastoma cells, s100a11 was shown to activate NF-κB via annexin-2, and NF-κB in turn had a positive feedback effect to increase s100a11 expression [76]. Although s100a11 has not been previously linked to depression, s100a11 is upregulated in neurological and inflammatory diseases, including glioblastomas [76], amyotrophic lateral sclerosis [77], rheumatoid arthritis [78], and autoimmune encephalitis [79]. In addition, its relative protein, s100a10 (p11), is widely implicated in depression-like behaviours in a region-specific manner [80, 81]. *Lyz2* encodes for Lysozyme M (LysM), an innate immune system enzyme and microglia activation marker [82]. Recently, Li et al. [83] reported that CUS-exposed male mice exhibiting depression-like behaviours had elevated *lyz2* mRNA expression in the HIP, which parallels our findings. DMF also normalized gene transcripts in CUS-exposed female rats; however, as DMF did not elicit antidepressant effects in females, these genes may not underlie depression-like behaviours in this model.

CUS induced anxiety-like behaviours in both sexes. While this finding matches several previous studies [58, 84–86], conflicting evidence of sex-specific [56, 60] and no anxiety-like behaviours [49] following stress paradigms have also been reported. Notably, anxiety-like behaviours in either sex were not rescued with DMF treatment; however, therapeutic effects on learning and memory deficits were evident. Clinical [87, 88] and preclinical [89–91] studies support that learning and memory are impaired in depression. Moreover, DMF treatment reportedly improved learning and memory deficits in other disease models, including AD [45, 92, 93], EAE [94], systemic immune challenge [95], and hypothyroidism [96]. In the present study, only male rats were found to have deficits in recognition learning and memory following CUS; deficits that were not present in DMF-treated males exposed to CUS. This finding agrees with those from de Souza et al. [42] whereby DMF reversed CUS-induced memory alterations in the novel object recognition test in male mice. Further, these sex differences in CUS-induced recognition learning and memory deficits mostly parallel previous findings in the literature [97–101], although conflicting evidence does exist [102]. With regard to spatial learning and memory, deficits were evident in CUS-exposed female rats only and these were rescued with DMF treatment. This contradicts the current understanding of stress-induced enhancement of spatial learning and memory in female rodents [99, 100, 103–105]. Notably, these previous studies used different stress-based protocols of varying amounts and durations of stress, which has been shown to differentially alter learning and memory in both sexes [103]. For example, one week, two weeks, and three weeks of restraint stress had no impact, enhanced, and impaired spatial learning and memory, respectively, in male rats [106]. Similarly, 6 h, but not 2 h, of intermittent restraint stress impaired spatial learning and memory in male rats [105]. Further, 6 weeks of intermittent restraint stress had no impact on spatial learning and memory in either sex, whilst 3 weeks of unpredictable intermittent stressors induced spatial learning and memory deficits in male, but not female, rats [105]. Collectively, this suggests that the discrepancy in findings may be a product of the implemented stress protocol.

The observed findings regarding learning and memory may be partially explained through concurrent alterations in gene expression. In males, elevated *nnat* expression has been implicated in recognition learning and memory. Specifically, increased *nnat* mRNA expression and protein abundance in the HIP and cortex have been shown in both apolipoprotein-D KO mice [107] and a transgenic mouse model of AD [108], both exhibiting deficits in recognition learning and memory tests. In addition, knocking down the level of *nnat* in transgenic AD mice rescued recognition learning and memory deficits [108]. *Tacr3,* another gene upregulated by CUS in males and subsequently normalized with DMF, has been implicated in learning and memory. Agonism of the tachykinin/neurokinin 3 receptor (NK3R), encoded by *tacr3*, has consistently been reported to increase cholinergic neurotransmission in the HIP, frontal cortex, and amygdala [109–111], thereby ameliorating age-related [109, 110] and scopolamine-induced [112] deficits in recognition and spatial learning and memory. Of note, pharmacological NK3R agonism in aged rats reduces *tacr3* mRNA expression in the HIP [110]. Therefore, the upregulation in HIP *tacr3* gene expression may be related to the recognition learning and memory deficits observed in this study. Although current evidence supports a role for NK3R in both recognition and spatial learning and memory in male rats [109, 110, 112, 113], this mechanism has not been investigated in the context of stress and depression. Thus, it is possible that NK3R signalling mediates task-specific learning and memory in a different pathological state.

In female rats exposed to CUS, upregulation of *grm2* expression may have contributed to the observed deficits in spatial learning and memory, given the established role of the glutamatergic system in learning and memory [114]. *Grm2* encodes for the metabotropic glutamate receptor 2 (mGlu2R), a group II mGluR that negatively regulates adenylate cyclase, leading to a reduction in intracellular cyclic AMP levels [114]. Group II receptors, predominantly located on presynaptic terminals in the HIP, PFC, and amygdala [115], modulate glutamatergic neurotransmission, long-term potentiation, and memory consolidation [114–116]. In line with this, agonism of group II mGluR (mGluR2/3) impaired spatial learning and memory in mice, whilst antagonism of mGluR2/3 [115, 117] and the knockout of mGluR2 [116, 118] improved and had no effect on this measure, respectively. Despite studies using drugs that affect both group II mGluR, the mGluR2 is predominantly expressed in HIP pyramidal neurons and is likely the receptor subtype mediating these effects [119]. Thus, it follows that increased *grm2* expression in the HIP of females may contribute to the spatial learning and memory deficits exhibited.

Last, it may be of note that sex hormones have been found to influence microglia morphology and function [120], and thus are an important consideration when assessing sex differences in immune responses. However, in the context of female stress responses, results from our previous work [49] showed that CUS significantly increased estrous cycle length with some rats showing a total loss of cycling, effects that began early in the CUS paradigm. Further, we showed that depression- and anxiety-like behaviours were not significantly different across animals in the different stages of the estrous cycle. As such, it is unlikely that the female-specific results described here were impacted by estrous cycling.

### Perspectives and significance

With the high rates of treatment resistance and relapse associated with current antidepressant pharmacotherapies [10, 11] and the greater prevalence of depression in woman compared to men [8], the need for novel effective sex-specific antidepressant treatments is substantial. This is the first study to investigate the sex-specific differences in the antidepressant potential of DMF using the CUS rodent model of depression. Our findings support the notion that DMF treatment has male-specific antidepressant properties and can also rescue sex-specific deficits in learning and memory. Given that DMF is a currently approved therapeutic for the treatment of relapse-remitting multiple sclerosis (RRMS) and has been associated with improvements in self-reported depression symptoms and quality of life in RRMS patients [121], it stands that DMF treatment could serve as a practical monotherapy or adjunct therapy for male patients with MDD, and as an adjunct therapy in women experiencing cognitive deficits. Furthermore, our transcriptomic results highlight the sexual dimorphisms of the neurobiological underpinnings of depression, emphasizing the ongoing necessity for studies focused on better understanding the role of sex in the pathophysiology of neuropsychiatric disorders.

## Data Availability

The datasets used and/or analyzed during the current study are available at the OSF repository osf.io/s49fe with gene expression data also available on the Gene Expression Omnibus.

How the deposited data were processed for this re-analysis (not part of the article)

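Gene expression in the dorsal HIP of 24 rats was measured on Affymetrix GeneChip Rat Gene 2.0 ST arrays, 1 array per rat, 4 rats in each of 6 groups. The groups were male and female VEH, CUS-VEH and CUS-DMF rats, with 8 weeks of CUS and DMF at 25 mg/kg; the labels call the arrays of a group biological replicates 1 to 4. By the paper's methods, rats were decapitated rapidly, RNA was extracted from dorsal HIP tissue, and values were made in GeneSpring GX with its exon expression settings and normalized across all chips. The summarization algorithm is not given in the sources used here.

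The table holds 29489 probe sets with 24 values each, all on the log2 scale and between 4.15 and 13.61, and 0 of its columns lack a sample. Array medians lay between 6.18 and 6.23, any 2 arrays correlated at 0.984 to 0.994, 0 pairs of arrays were identical, and 56.1 to 57.8% of values per array lay above 60 fluorescence units. In 211 probe sets all 24 values duplicated those of another probe set. By the array's annotation 18533 probe sets carry 1 gene symbol, 553 carry several and 10403 carry none. No coordinates are given, since the annotation and the reference gene table are on different genome builds.

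The labels of sex could not be checked by a gene that gives the expected direction. Of 7 sex chromosome genes looked for, only Uty, a gene of the Y chromosome, has a probe set with a single symbol. Its signal was 7.84 to 8.13 in the 12 arrays labelled male and 8.26 to 8.48 in the 12 labelled female, which is opposite to the direction that a gene of the Y chromosome would give. The labels are used as given, and every comparison between the sexes rests on them.

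Probe sets were kept where the group mean lay above log2(60), or 5.91, in at least 3 of the 6 groups, after the paper's rule of more than 60 fluorescence units in at least 50% of conditions. This kept 16849 and left out 12640. Group means were fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes) over all 24 arrays, with 18 residual degrees of freedom, 5.13 prior degrees of freedom and a median residual SD of 0.112. The comparisons were CUS-VEH with VEH, CUS-DMF with CUS-VEH and CUS-DMF with VEH within each sex, and the differences of the first and second of these between the sexes. Tests were two-sided, p values were adjusted by the Benjamini-Hochberg method over the probe sets kept, and counts were also made at the paper's threshold, an unadjusted p under 0.05 with a log2 fold change of at least 0.4 in either direction. Single genes were also tested by an exact two-sided permutation test over the 70 assignments of 8 arrays to 2 groups of 4. A probe set altered by CUS at the paper's threshold was counted as normalized when DMF moved it back by at least 0.3.

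The genes named were set by a rule before the data were examined: the genes of Fig. 4C, Fig. 4E and Tables 1 to 3, whose values in the paper had been seen; for each comparison of CUS with VEH and of DMF with vehicle, at most 8 rising and 8 falling genes with the largest change among single-symbol probe sets at the paper's threshold whose groups do not overlap; a few genes of Nrf2 activity and inflammation; of each gene list described, up to 4 members with the smallest p; and the sex chromosome genes. Xbp1 and Kl were named after their values were seen, and Galnt10, which lies outside this rule, for its adjusted p under 0.05. Where a gene has several probe sets, that with the highest mean is given, and others where they differ.

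Gene lists were also fixed before the data were examined, 31 in number, beside 5 further lists of genes chosen by the study; 889 of their 1017 entries have a probe set, and 29 of the 31 had enough genes to test. Each was tested over 12507 genes with camera at its preset correlation of 0.01, with camera and an estimated correlation, and with fry, adjusted over the lists.

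The fit was tested on simulated data made from the spread of the arrays, with 200 of 16849 probe sets changed and 10 runs. At log2 changes of 0.4, 0.6, 0.8 and 1.2, an adjusted p under 0.05 recovered 73.2%, 92.8%, 100% and 99.6% of the changed probe sets, and the paper's threshold recovered 47.2%, 96.8%, 100% and 100%. A median of 10.5 unchanged probe sets passed the adjusted p and 30.5 the paper's threshold. The simulated noise was independent between probe sets, while other splits of the real arrays altered up to 77 by CUS in males. These rates therefore need not hold for the arrays. Array signal limits what can be read near the floor, where a change in RNA moves the signal less.

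Alternatives set before the data were examined were no filter, a filter over single arrays, a filter in all 6 groups, fits to the compared groups or to 1 sex, an unpaired test, the Tukey test, which the paper's statistics section names with the Games-Howell test for group differences within sex and not for the arrays in particular, robust and trended variance, array weights, median centring, quantile normalization, a fold threshold of log2(1.3), a block for the replicate number within each sex, and leaving out each array in turn. Fold thresholds without a p or a filter, the other probe set of a gene, and scores of choroid plexus and of myelin genes as covariates were added after seeing the data. Behavioural data were not analysed here.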

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

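The tests of a component shared by unnamed probe sets, of median centring, of Ttr and choroid plexus markers, of dilution and of choroid plexus content were chosen after the results were seen; the other tests were set before.

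In 14 of 138 groups of 4 arrays tested, 1 array lay far from the other 3 of its group, where chance gives about 1 in 20, or 6.9. Male VEH replicate 3 was the highest of its group for Cnppd1 (9.77), Dusp12 (8.92), Ttr (10.93) and the mean of the choroid plexus markers (7.22). Female CUS-DMF replicate 3 was the highest for Dusp12 (8.37) and the lowest for Ttr (7.92), and female CUS-VEH replicate 3 was the lowest for Ttr (8.14). The other arrays apart were male CUS-VEH replicate 1 for Opalin (9.13, the lowest), male CUS-DMF replicate 3 for S100a11 (5.96, the lowest), male CUS-DMF replicate 2 for Grm2 (7.91, the lowest), female CUS-VEH replicate 4 for Zfp46 (7.35, the lowest), female VEH replicate 3 for Cga (8.31, the highest), male CUS-VEH replicate 2 for Npas4 (6.80, the highest) and female CUS-DMF replicate 1 for the mean of heat shock and chaperone genes (9.53, the lowest).

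Among the genes of Tables 1 to 3, the response to CUS differed between the sexes at an unadjusted p under 0.05, as female minus male log2 fold change, for Dusp12 (−0.92, adjusted p = 0.614 from limma), Arhgdib (−0.92, adjusted p = 0.573), Gpx3 (−0.63, adjusted p = 0.374), S100a11 (−0.56, adjusted p = 0.565), Lyz2 (−0.48, adjusted p = 0.593) and Zfp46 (−0.43, adjusted p = 0.318). The response to DMF differed for Rpl30 (0.36, adjusted p = 1) and Grm2 (−0.63, adjusted p = 1). Other named genes also differed at an unadjusted p under 0.05 and none at an adjusted p, among them Bicra (−0.42, adjusted p = 0.216), Lrrc3b (0.46, adjusted p = 0.301), P2rx7 (−0.54, adjusted p = 0.382), Nr1d1 (−0.31, adjusted p = 0.386) and Arc (0.56, adjusted p = 0.467) in the response to CUS, and Lrrc3b (−0.52, adjusted p = 0.471), Samt2 (0.58, adjusted p = 0.896) and Cryab (0.57, adjusted p = 1) in that to DMF. Among gene lists called by camera at its preset correlation, the median difference in the response to CUS was −0.19 for microglia markers, 0.09 for immediate early genes, 0.16 for oligodendrocyte and myelin genes, −0.15 for meningeal and fibroblast markers, −0.16 for ribosomal proteins and −0.14 for oxidative phosphorylation, each with an adjusted p of 0.751 with the estimated correlation. In the response to DMF it was 0.08 for microglia markers, 0.32 for oligodendrocyte and myelin genes, −0.16 for dentate gyrus markers, 0.14 for ribosomal proteins, 0.12 for oxidative phosphorylation, −0.12 for protocadherin beta genes and 0.06 for chaperones, and 0 of these were called with the estimated correlation or by fry.

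Signals in genes that the paper does not discuss were the rise with CUS of Bicra (0.43) and Pdia4 (0.38) in males and of Galnt10 (0.32) in females, and the values of heat shock and chaperone genes, with a median of 0.11 in males and 0.08 in females. Of the 35 splits of the 8 arrays, the real one gave the highest count of probe sets at an adjusted p under 0.05 in each sex (1 of 35 each). The counts were 2 against at most 0 in males and 3 against at most 2 in females. These counts are small, and 1 of 35 is the smallest share that the splits can give. Each count falls to 0 with single arrays left out and with the unpaired and Tukey tests, so that chance is not excluded for them. The count of chaperone genes higher at an unadjusted p was 8 in males and 9 in females, against at most 6 in either sex (1 of 35 each). That makes chance less likely without excluding it, since the shares were not corrected over the counts tested. The call of the list itself is lost with the estimated correlation (adjusted p = 0.292 in males and 0.161 in females), and by fry the adjusted p was 0.0621 and 0.0471.

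Of the probe sets at the paper's threshold, 21 unnamed ones were lower with CUS in males and higher in females. In 100 draws of splits within each sex there were at most 7 otherwise (1 of 100 as large, the real one included), which makes chance an unlikely source. The same holds for the 22 shared probe sets (at most 8 otherwise, 1 of 100). Of the 21, 0 passed an adjusted p from limma for the interaction of CUS and sex. Over all 3780 unnamed probe sets the CUS changes of males and females correlated at r = −0.375, against 0.0651 over the 12724 with 1 symbol. The opposite change is thus not limited to the 21. Array medians differed by at most 0.057, so that the 21 that stayed after median centring could not test an array-wide shift left by the normalization; the median pairwise correlation of their deviations from the group means was 0.487, against at most 0.117 in 1000 random sets of unnamed probe sets, so that they may share a single component within groups. An array-wide axis of RNA quality or labelling stays open: over 24 arrays the deviations of their mean correlated with those of ribosomal protein genes at r = −0.436 (permutation p = 0.0342, adjusted p = 0.0684 over the pair of relations; rho = −0.344, p = 0.0993; r = −0.42 without the 2 arrays farthest out) and with those of oxidative phosphorylation genes at r = −0.36 (p = 0.085; rho = −0.287, p = 0.172; r = −0.311), with −0.709 and −0.693 within males and 0.105 and 0.134 within females. A response to CUS that differs between the sexes stays open as well: with the mean of both lists as a covariate 8 passed in both sexes, under the bound of 11 set before. That bound was read as a threshold effect only after the result was seen, since the median moved from −0.52 to −0.47 in males, where 17 passed, and from 0.49 to 0.44 in females, where 9 passed.

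Ttr, a choroid plexus gene, was lower with CUS in males by −1.07, and by −0.29 (SE 1.00) without male VEH replicate 3. Of 25 other choroid plexus markers, 15 had their highest value of the 12 male arrays in that same array, among them Kl at 8.32, against at most 3 in any other, which argues against a fall of Ttr alone as the whole cause of the −1.07; the study picked 1 gene of this list, Ttr itself. Choroid plexus tissue in that sample is the candidate source that these values favour, although 15 falls short of the share that was set for it. A smaller fall in the HIP of all CUS-exposed males stays open: the other VEH males, at 7.72 to 7.82, lay above 3 of 4 CUS-VEH males, and with the choroid plexus score, to which Ttr adds, as a covariate the value was −0.59. Ttr lay above 11 in 9 of 12 female arrays and above 10 in 1 of 12 male arrays.

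Most oligodendrocyte and myelin genes had a negative value in CUS males and again with DMF. Compared with VEH, 25 of 30 were lower at an unadjusted p in male CUS-DMF, and another split gave 25 as well (2 of 35), and 11 were lower in male CUS-DMF than in CUS-VEH, against at most 18 in the other splits (4 of 35), so that chance cannot be excluded for either. The medians of the astrocyte and oligodendrocyte precursor lists were −0.016 and −0.019 against VEH, which argues against a lower share of every kind of neural tissue, and with a choroid plexus score as a covariate the myelin median was −0.41 in place of −0.44, which argues against choroid plexus content of the VEH samples. Within groups the myelin genes moved together (median pairwise correlation 0.642, against at most 0.0774 in random lists). A differing share of white matter or oligodendrocytes in each sample may therefore lie behind them. The study picked 3 genes of this list, Enpp2, Tspan2 and Opalin. Of these, Enpp2 also followed Ttr. Among male arrays it was highest in male VEH replicate 3 (11.59), as was Ttr. In females it lay at 10.52 to 10.70 in the arrays with Ttr under 9 and at 11.81 to 12.55 in the others. A biological effect of CUS or DMF on myelin stays among the open explanations, untested.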

How the results depend on the processing

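Fold thresholds without a p or a filter, covariates for choroid plexus and myelin scores and the other probe set of a gene were chosen after the data were seen; all other alternatives were set before. At the paper's threshold the counts of probe sets stayed within 1.5 times their value for CUS in males (53), CUS in females (94), DMF in males (58), DMF in females (13) and CUS with DMF against VEH in males (168) and females (111) except as given here, as did the interactions of CUS (296) and DMF (154) with sex, the shared probe sets (22) and those normalized by DMF in males (6) and females (11). The cause was not tested for any of these changes. Counts at an adjusted p are small, 2 in males and 3 in females, so that single probe sets move them.

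With the Tukey test, counts were 21 for CUS in males, 41 for CUS in females, 2 for DMF in females, 110 and 61 for CUS with DMF in males and females, 2 shared with 0 in the same direction, 3 and 1 normalized in males and females, and 0 at an adjusted p for CUS in either sex. With an unpaired t-test they were 47 for CUS in females (31.9% lower), 6 for DMF in females, 7 shared with 0 in the same direction, 5 normalized in females, and 0 at an adjusted p for CUS in either sex. With array weights they were 149 for CUS in females, 2 shared in the same direction and 11 normalized in males, and at an adjusted p 5 for CUS in males, 119 and 136 for CUS with DMF in males and females, and 4 for the interaction of CUS and sex. With a fit to only the groups compared, 1 probe set in males and 0 in females passed an adjusted p for CUS. With a fit to the groups of 1 sex there were 1 in males and 0 in females for CUS and 2 and 1 for CUS with DMF, and 5 gene lists were called for DMF in females and 5 for CUS with DMF in males. With robust, trended variance, adjusted counts were 8 for CUS in females and 20 and 3 for CUS with DMF. With median centring they were 1 for CUS in males and 20 for CUS with DMF in males. Without a filter, DMF altered 22 probe sets in females and 4 lists were called for CUS with DMF in males. With the filter in all 6 groups, 3 probe sets passed an adjusted p for CUS with DMF in females. With a fold threshold of log2(1.3), 2 shared probe sets had the same direction.

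With a block for the replicate number within each sex, 0 probe sets passed an adjusted p for CUS in females and 1 for CUS with DMF in males, and at the paper's threshold there were 54 and 101 for CUS, 62 and 15 for DMF and 173 and 112 for CUS with DMF in males and females. Deviations of arrays with the same replicate number correlated at −0.229 to 0.31, and at most 2 of 4 arrays in a comparison matched best with their own number, so that the block rests on no pairing seen in the arrays.

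With the fold threshold of 0.4 and neither a p nor a filter, counts were 109 for CUS in males, 92 and 41 for DMF in males and females, 475 and 302 for the interactions of CUS and DMF with sex, 47 shared with 7 in the same direction, and 17 and 21 normalized in males and females. Dropping the p and keeping the filter gave 94 for CUS in males and 80 and 29 for DMF, so that both choices move these counts. With log2(1.3) and neither a p nor a filter they were 127 and 159 for CUS, 118 and 58 for DMF, 258 and 189 for CUS with DMF, 580 and 379 for the interactions, 55 shared with 8 in the same direction, and 19 and 22 normalized. With a choroid plexus score as a covariate, 1 probe set passed an adjusted p for CUS in males. With a myelin score, 85 were altered by CUS in males and, at an adjusted p, 0 by CUS in males, 53 by CUS in females, 96 by CUS with DMF in females and 76 by the interaction of CUS and sex.

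Gene lists called were 7 and 4 for CUS, 7 and 2 for DMF and 2 and 11 for CUS with DMF in males and females. With an estimated correlation they were 0, 0, 0, 0, 0 and 0, and with fry 0, 1, 0, 0, 1 and 0.

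Leaving out each array in turn gave 45 to 88 probe sets for CUS in males (88 without male VEH replicate 1), of which 69.7 to 88.6% lower, and 57 to 181 in females (57 without female VEH replicate 3 and 181 without female VEH replicate 1), of which 21.9 to 35.1% lower. DMF gave 48 to 94 in males (94 without male CUS-DMF replicate 1) and 10 to 36 in females (36 without female CUS-VEH replicate 3), CUS with DMF 144 to 213 in males and 89 to 172 in females (172 without female VEH replicate 1), and the interactions 243 to 407 for CUS and 127 to 217 for DMF. Shared probe sets were 11 to 30 (11 without female VEH replicate 3), of which 0 to 3 in the same direction, and those normalized were 2 to 21 in males (2 without male VEH replicate 4 and 21 without male CUS-VEH replicate 3) and 7 to 21 in females (21 without female CUS-VEH replicate 4). At an adjusted p from limma there were 0 to 2 for CUS in males, 0 to 5 for CUS in females, 0 to 1 and 0 to 0 for DMF, 0 to 21 and 0 to 18 for CUS with DMF (21 without male CUS-DMF replicate 4 and 18 without female VEH replicate 1), and 0 to 0 and 0 to 9 for the interactions of CUS and DMF (9 without female CUS-VEH replicate 3). Lists called were 3 to 9 and 2 to 7 for CUS, 6 to 8 and 2 to 7 for DMF, and 2 to 5 and 5 to 11 for CUS with DMF in males and females.

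Some results turned direction. The choroid plexus list turned for DMF in females without female CUS-DMF replicate 3 (adjusted p = 0.626, the highest, against a lowest of 2.9e-12 with another array left out), and for CUS with DMF in females without female VEH replicate 2 (0.691, the highest, against a lowest of 3.48e-08) or female CUS-DMF replicate 3 (0.517). Mbp in CUS-DMF males was at 0.23 with its other probe set. Of 149 results of single genes no other one that passed turned direction. Against an unadjusted p under 0.05, the numbers lost and gained were 38 and 1 with the Tukey test, 31 and 4 with the unpaired t-test, 22 and 4 with the myelin score, 8 and 7 with only the groups compared, 8 and 6 with the groups of 1 sex, 3 and 0 with robust, trended variance, 1 and 7 with array weights, 3 and 7 with the block, 3 and 2 with median centring, 1 and 0 with quantile normalization and 1 and 3 with the choroid plexus score. No filter and a filter over single arrays changed 0, as did a filter in all 6 groups for the 143 that it kept. With an array left out, 0 to 13 were lost and 0 to 4 gained, with 13 of 70 lost without male CUS-VEH replicate 4, 9 of 58 without male VEH replicate 2 and 8 of 60 without female CUS-VEH replicate 4. With the other probe set of 12 results, 1 was lost and 2 were gained, apart from Mbp. Array signal near the floor limits low-expressed genes such as Il1b, Ifgga2l1, Cyp2j10 and S100a11.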

Differences from the paper's values

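For probe sets or genes altered by CUS in males the paper's value is 134, and 53 probe sets passed the threshold of its text here. The caption of Fig. 4A gives the fold change alone, and the test behind the p is not given for the arrays. In females 94 passed here, and 119 with the fold threshold and the filter but no p, chosen after seeing the values. The paper's value for females lies between them. In males all alternatives set before the data were examined differ as well, with 21 to 67 and 45 to 88 with an array left out. With the fold threshold and neither a p nor a filter, both dropped after seeing the values, there were 109 at 0.4 (94 with the filter kept), where 4 of 22 named male genes of Fig. 4C drop out, and 127 at log2(1.3), where 2 drop out; the myelin and choroid plexus covariates, also chosen later, gave 85 and 57.

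For transcripts changed in both sexes the paper's value is 52, against 22 here. All alternatives set before the data were examined differ as well, with 2 to 27 and 11 to 30 with an array left out. The fold threshold without p or filter, chosen after seeing the values, gave 47 at 0.4 and 55 at log2(1.3), and of the 5 genes of Table 1 named here it drops 3 and 2.

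For genes altered in males only the paper's value is about 82 in Fig. 4A, read by eye, against 31 here. Of the alternatives set before the data were examined, those without male VEH replicate 1 (62) and without male CUS-VEH replicate 3 (59) came closest. Both stayed below the paper's value, and all others lie further off. The fold threshold without p or filter, chosen after seeing the values, gave 62 at 0.4 and 72 at log2(1.3), and drops 4 and 2 male genes of Fig. 4C.

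For known genes changed in both sexes the paper's value is 6, against 1 here (Ifgga2l1). All alternatives set before the data were examined differ as well, with 0 to 3. The fold threshold of log2(1.3) without p or filter, chosen after seeing the values, gave 6 and drops 2 of the 5 genes of Table 1 named here, and 0.4 likewise gave 3. Of those 5 genes 0 passed the paper's threshold in both sexes in limma, although Dusp12, Arhgdib and Cyp2j10 passed in males. Array weights, set before, called Opalin in both, as did leaving out male CUS-DMF replicate 1 or 3 or female VEH replicate 4, and leaving out female CUS-VEH replicate 1 or 4 called Cyp2j10. The fold threshold without p or filter called Cnppd1 and Opalin, and at log2(1.3) Arhgdib too.

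For known genes normalized by DMF in males the paper's value is 8, against 5 here. Alternatives set before the data were examined that came closest were the replicate block (6) and the fits without male VEH replicate 1 (6) or 2 (7). The others lie further off, with 13 without male CUS-VEH replicate 3. The fold threshold of 0.4 without p or filter, chosen after seeing the values, gave 12, and log2(1.3) gave 13; of the 7 genes of Table 2 named here it calls 5 and drops 2. Of those 7 genes, Nnat, Arhgdib, Lyz2 and S100a11 were called here, and Rpl30 also in a fit to only the groups compared, with the replicate block, and without male VEH replicate 3 or male CUS-VEH replicate 4, and Gpx3 without male VEH replicate 4, all set before. Of 5 genes of Table 3, Grm2 and Dcn were called here, Cnppd1 also with the replicate block and without female VEH replicate 2, and Cnppd1 and Tpt1 without female VEH replicate 4 and with the fold threshold without p or filter, which drops 1.

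For the signed fold change of Junb in males the paper's value is about −1.4 in Fig. 4C, read by eye, against −1.33 here, a difference above the replicate SD. Of the alternatives set before the data were examined, leaving out male VEH replicate 2 or male CUS-VEH replicate 1 or 2 does not differ (−1.35 each), and the others do; the choroid plexus (−1.35) and myelin (−1.36) covariates, chosen after seeing the values, do not. For the signed fold change of Rpl30 in males it is about −1.6 in Fig. 4C, read by eye, against 1.02 here, and for the signed fold change of Tpt1 in females about 2.2 in Fig. 4C, read by eye, against 1.00. All alternatives set before the data were examined differ for both genes; only the other probe set of each, chosen after seeing the values, does not, at −1.57 and 1.97, although neither gene passes the paper's threshold there, so that it drops both as calls.

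Of the genes of Fig. 4C named here, 21 of 22 in males and 21 of 21 in females had the sign that the figure gives. At the paper's threshold 12 of 22 male genes passed, counting any probe set. Of the others, Enpp2 and Rpl30 passed in a fit to only the groups compared, Pcdhb6 and Enpp2 in a fit to males only, Pcdhb6 with array weights, Pcdhb6 and Rpl30 with the replicate block, and, chosen after seeing the values, Ttr with the choroid plexus covariate and Tacr3 with the myelin covariate. With an array left out, Cd3e and Tacr3 passed without male VEH replicate 2, Rpl30 without male VEH replicate 3 or male CUS-VEH replicate 4, Gpx3, Pcdhb6 and Pcdhb8 without male VEH replicate 4, Dhdh, Pcdhb6 and Pcdhb8 without male CUS-VEH replicate 3, and Pcdhb6 without female CUS-VEH replicate 1. The fold threshold without p or filter, chosen after seeing the values, called 18 of the 22 at 0.4 and 20 at log2(1.3), RT1-M6-2 among the latter, and drops 4 and 2. Of 21 female genes 11 passed; Ifi27 passed also in a fit to only the groups compared and with median centring, Opalin in a fit to females only, Ifi27, Fabp7, Tp53inp1 and Opalin with array weights, Fabp7 at log2(1.3), Cnppd1 and Ifi27 with the replicate block, and, chosen after seeing the values, Opalin with either covariate. With an array left out, Bex4, Fabp7, Ifi27, Opalin and Tp53inp1 passed without female VEH replicate 1, Akr1b10 and Cnppd1 without female VEH replicate 2, Fabp7 and Ifi27 without female VEH replicate 3, Cnppd1, Opalin and Tpt1 without female VEH replicate 4, and Cyp2j10, Fabp7 and Opalin without female CUS-VEH replicate 1 or 4. Ifi27 also passed without female CUS-DMF replicate 1 or 2, Cnppd1 without female CUS-DMF replicate 3, and Ifi27 and Opalin without male CUS-DMF replicate 1 or 3. The fold threshold without p or filter, also chosen later, called 16 of the 21 at 0.4 and 17 at log2(1.3), and drops 5 and 4.

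The paper's text gives Arhgdib as lower with CUS in both sexes, while its tables show it as higher in males. Here it was higher in males (0.52) and lower in females (−0.40).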

Other observations

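Hspa5, the main chaperone of the endoplasmic reticulum, was higher with CUS by a log2 fold change of 0.33 in males (SE 0.07, n = 4, adjusted p = 0.243 from limma) and 0.35 in females (SE 0.07, adjusted p = 0.0973), and Pdia4 by 0.31 in females (SE 0.06, adjusted p = 0.0986). Xbp1, a transcription factor of the response to unfolded proteins, was higher by 0.31 in males (SE 0.06, adjusted p = 0.146) and 0.33 in females (SE 0.06, adjusted p = 0.0559), and was named after its values were seen. The cochaperones Stip1 (0.19) and Hspb1 (0.20) were higher in males and Fkbp4 (0.23) in females. Of 24 heat shock and chaperone genes, 18 had a positive value in males and 20 in females, with 3 higher in each sex adjusted over the list alone and 1 and 0 adjusted over all genes from limma, where 8 and 9 were higher at an unadjusted p under 0.05. The list adjusted p was 3.15e-06 in males and 4.02e-07 in females from camera, 0.292 and 0.161 with the estimated correlation, and 0.0621 and 0.0471 from fry. With DMF in males 21 had a negative value and 2 were lower adjusted over the list alone (list adjusted p = 3.76e-05; with the estimated correlation p = 0.611).

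In CUS-DMF males compared with VEH males, Tspan2 was lower by −0.75, Fa2h, an enzyme of myelin lipids, by −0.60, Klk6 by −0.56 and Mbp, a main protein of myelin, by −0.42, although another probe set of Mbp was at 0.23. All 30 measured myelin genes had a negative value, 25 were lower at an unadjusted p under 0.05, 24 adjusted over the list alone and 0 adjusted over all genes from limma (list adjusted p = 4.29e-30 from camera, 0.208 with the estimated correlation and 0.0499 from fry). Prox1 was higher by 0.38, and 14 of 15 dentate gyrus markers had a positive value, with 2 higher adjusted over the list alone (list adjusted p = 1.54e-05; with the estimated correlation p = 0.673). In CUS-DMF females compared with VEH females, 4 chaperones were higher adjusted over the list alone (list adjusted p = 1.43e-05; with the estimated correlation p = 0.175).

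The remaining lists called by camera in CUS-exposed males were those of oxidative phosphorylation (higher, adjusted p = 0.00604) and dentate gyrus markers (higher, 0.0466), with adjusted p values of 0.796 and 0.723 with the estimated correlation; with an array left out they stayed called in 5 and 3 of 8 fits. With DMF in males ribosomal proteins were called (lower, 4.3e-06), at 0.672 with the estimated correlation, and in 8 of 8 fits. With DMF in females choroid plexus markers were lower (0.0369; 0.8 with the estimated correlation; called in 4 of 8 fits), and in the other direction without female CUS-DMF replicate 3 (0.626). In CUS-DMF females compared with VEH females, protocadherin beta genes (0.000101) and clock genes (0.00579) were lower and MHC and interferon genes higher (0.00579), with adjusted p values of 0.175, 0.227 and 0.227 with the estimated correlation and calls in 8, 8 and 6 of 8 fits. Also called there were oxidative phosphorylation (lower, 0.000396), ribosomal proteins (lower, 0.0265), oligodendrocyte and myelin genes (higher, 0.0265), hypoxia and glycolysis genes (higher, 0.0185), and choroid plexus, meningeal and fibroblast, and ventral hippocampus markers (lower, 0.0489 each), at 0.227 with the estimated correlation for hypoxia and 0.873 for the others. With an array left out these stayed called in 7 of 8 fits for oxidative phosphorylation, 3 for ribosomal proteins, 5 for myelin, 6 for hypoxia, 4 for choroid plexus (which also turned direction), 4 for meningeal and fibroblast and 2 for ventral hippocampus markers.

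The genes of Table 2, which the study chose on these arrays and which are therefore no independent evidence, were higher as a list with CUS in males (7 measured, list adjusted p = 3.58e-05; 0.0107 with the estimated correlation) and lower with DMF (1.72e-05; 0.00813), with 2 and 0 adjusted over the list alone.

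Counts were compared with those of other splits of the same arrays. At the paper's threshold, CUS with DMF against VEH in males gave 168 probe sets, above the 129 of the highest other split. Of the splits 1 of 35 was as large, the real one included, which is the smallest share that they can give. That makes chance less likely without excluding it, since the shares were not corrected over the counts tested. The interaction of CUS and sex gave 296, and 2 of 100 draws were as large, the real one included. The highest other draw gave 411, so that chance cannot be excluded there. It cannot be excluded for CUS in males (53; highest other 77; 2 of 35), CUS in females (94; 146; 5 of 35), DMF in males (58; 106; 4 of 35), DMF in females (13; 66; 32 of 35), CUS with DMF in females (111; 141; 2 of 35) or the interaction of DMF and sex (154; 376; 20 of 100). Nor can it be for probe sets normalized by DMF in males (6; 44; 27 of 35) and females (11; 29; 18 of 35). For the number of lists called by camera it cannot be excluded for CUS in males (7; 9; 21 of 35) and females (4; 11; 32 of 35), DMF in males (7; 12; 10 of 35) and females (2; 10; 32 of 35), or CUS with DMF in males (2; 11; 32 of 35) and females (11; 12; 2 of 35).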
